# Metabolic crosstalk between skeletal muscle cells and liver through IRF4-FSTL1 in nonalcoholic steatohepatitis

**DOI:** 10.1038/s41467-023-41832-3

**Published:** 2023-09-28

**Authors:** Shanshan Guo, Yonghao Feng, Xiaopeng Zhu, Xinyi Zhang, Hui Wang, Ruwen Wang, Qiongyue Zhang, Yiming Li, Yan Ren, Xin Gao, Hua Bian, Tiemin Liu, Huanqing Gao, Xingxing Kong

**Keywords:** Endocrine system and metabolic diseases, Proteomics, Molecular biology

## Abstract

Inter-organ crosstalk has gained increasing attention in recent times; however, the underlying mechanisms remain unclear. In this study, we elucidate an endocrine pathway that is regulated by skeletal muscle interferon regulatory factor (IRF) 4, which manipulates liver pathology. Skeletal muscle specific IRF4 knockout (F4MKO) mice exhibited ameliorated hepatic steatosis, inflammation, and fibrosis, without changes in body weight, when put on a nonalcoholic steatohepatitis (NASH) diet. Proteomics analysis results suggested that follistatin-like protein 1 (FSTL1) may constitute a link between muscles and the liver. Dual luciferase assays showed that IRF4 can transcriptionally regulate FSTL1. Further, inducing FSTL1 expression in the muscles of F4MKO mice is sufficient to restore liver pathology. In addition, co-culture experiments confirmed that FSTL1 plays a distinct role in various liver cell types via different receptors. Finally, we observed that the serum FSTL1 level is positively correlated with NASH progression in humans. These data indicate a signaling pathway involving IRF4-FSTL1-DIP2A/CD14, that links skeletal muscle cells to the liver in the pathogenesis of NASH.

## Abstract (web summary)

In this study Guo et al. show that skeletal muscle IRF4-FSTL1 exerts metabolic regulation on the liver via DIP2A/CD14 in NASH. FSTL1 from skeletal muscle that enters the circulation promotes the development of NASH.

## Introduction

Nonalcoholic steatohepatitis (NASH) is characterized by liver steatosis, inflammation, hepatocyte ballooning injury, and varying degrees of fibrosis^1–3^. NASH is associated with a higher risk of progression to cirrhosis and hepatocellular carcinoma and is associated with metabolic diseases, including type 2 diabetes and metabolic syndrome^4,5^. Increased physical conditioning has been observed to potentially improve hepatic metabolism independent of an individual’s body weight^6^. Apart from adipose tissue function and other targets of insulin activity, skeletal muscle physiology is closely integrated with overall energy homeostasis and calorie disposal. Skeletal muscle, acting as an endocrine organ, can secrete various myokines that affect other metabolic tissues, including liver tissue^7^. While some myokines (e.g., IL-6, myostatin, and activin) have been found to play roles in liver steatosis, fibrosis, and cancer^8–12^, many others are yet to be comprehensively investigated.

Interferon regulatory factor (IRF) 4, a member of the IRF family, is known for its role in the regulation of immune cell development and function^13,14^. It is also a transcriptional regulator of lipolytic genes in adipose tissue^15,16^, and partners with the co-activator PGC-1α in regulating thermogenesis in brown adipose tissue (BAT)^17,18^. Recently, we found that skeletal muscle-specific IRF4 knockout (F4MKO) mice fed a chow diet exhibited normal body weight and insulin sensitivity, but increased exercise capacity^19^. However, when put on a high-fat diet (HFD), F4MKO mice appeared to be protected from diet-induced obesity, and showed improved glucose tolerance and increased insulin sensitivity^20^. Further investigations are needed to determine whether the ablation of IRF4 in skeletal muscle would affect liver metabolism, given that insulin resistance in skeletal muscles has been linked to increased hepatic de novo lipogenesis and hepatic steatosis in the elderly^21^.

Follistatin-like protein 1 (FSTL1), a secretory glycoprotein, is a potential target for steatosis-associated liver fibrosis^22^. Macrophage FSTL1 has been shown to promote liver fibrosis by inducing M1 polarization and inflammation^23^. The overexpression of Fstl1 in the liver could promote the expression of proinflammatory cytokines TNF-α, IL-1β, and IL-6^24^. Silencing Fstl1 using shRNA can reduce Col1a1 mRNA expression and macrophage accumulation in carbon tetrachloride injury-mediated liver fibrosis in mice^25^. Meanwhile, FSTL1 has been identified as a muscle-derived secretory myokine^7,26^, and skeletal muscle is a major source of circulating FSTL1^27^. Dynamic resistance exercise was found to increase the expression of skeletal muscle-derived FSTL1, which can supplement the insufficiency of cardiac FSTL1 expression, induce cardiac angiogenesis, and promote cardiac rehabilitation in myocardial infarction rats^26^. Although FSTL1 has various functions, it remains unclear which receptors are required for FSTL1-mediated inflammatory responses, lipid metabolism, and fibrosis in the liver.

Inter-organ crosstalk has gained increasing attention recently. In this study, we proposed a signaling pathway that potentially regulates the communication between skeletal muscle and the liver, especially in NASH models. First, we found that IRF4 expression was significantly upregulated in the skeletal muscle of NASH mice. Second, F4MKO mice showed ameliorated hepatic pathology when administered a NASH diet. Third, proteomics analysis and dual luciferase assays results indicated that FSTL1 acts as a myokine that mediates this crosstalk. Moreover, findings from cell co-culture experiments suggested that DIP2A and CD14 could be receptors of FSTL1 in the liver to mediate its function. Lastly, the serum FSTL1 level was increased in patients with NASH compared with that in healthy individuals. Taken together, these results revealed a signaling pathway from skeletal muscles to the liver via the IRF4-FSTL1-DIP2A/CD14 pathway in the pathogenesis of NASH.

## Results

### Ablation of IRF4 expression in skeletal muscles ameliorated NASH

To confirm whether IRF4 expression was altered in the skeletal muscles of the NASH model, we measured the mRNA and protein expression levels in skeletal muscle and liver tissues from high-glucose and high-fat-diet-fed NASH mouse models. IRF4 protein and mRNA expression was increased in the gastrocnemius (GAS) (Fig. 1a, b), without significant changes in the liver of NASH mice (Supplementary Fig. 1a, b). As exercise can attenuate the NASH phenotype (Supplementary Fig. 1c–e), IRF4 expression was found to be decreased in GAS in NASH mice subjected to exercise (Fig. 1c, d). These results indicated that skeletal muscle IRF4 expression was associated with the hepatic pathology of NASH.

**Fig. 1:**
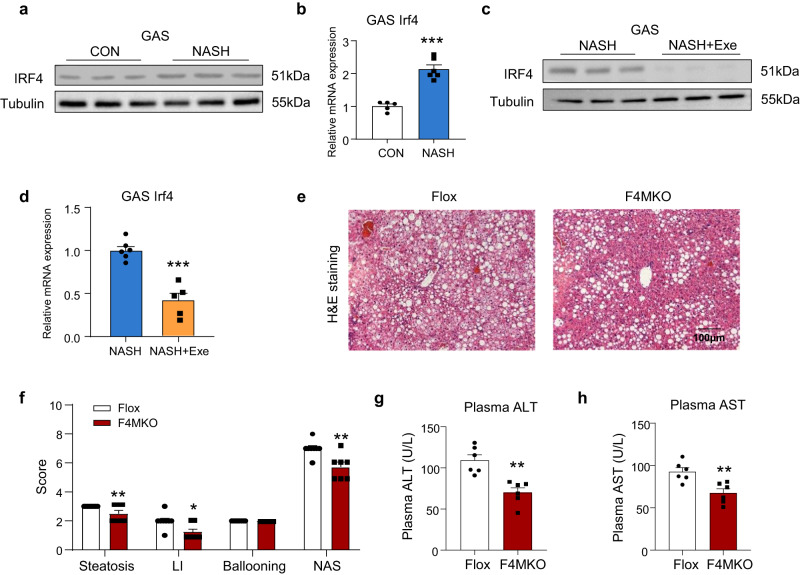
Ablation of IRF4 in skeletal muscle attenuates NASH. **a**, **b** Western blot (*n* = 3) and QPCR (CON, *n* = 5 biologically independent animals; NASH, *n* = 6 biologically independent animals) analysis of the expression of IRF4 in skeletal muscle of control (CON) and NASH mice. **c**, **d** Western blot (*n* = 3) and QPCR (NASH, *n* = 6 biologically independent animals; NASH+Exe, *n* = 5 biologically independent animals) analysis of the expression of IRF4 in skeletal muscle of NASH and NASH+Exercise (NASH+Exe) mice. **e** H&E staining of liver in Flox and F4MKO mice on NASH diet (Flox, *n* = 8 biologically independent animals; MKO, *n* = 7 biologically independent animals. Scale bars, 100 μm). **f** Quantification of steatosis, lobular inflammation (LI), and ballooning of livers from male Flox and F4MKO mice on 24-weeks NASH diet (Flox, *n* = 8 biologically independent animals; MKO, *n* = 7 biologically independent animals). **g**, **h** Serum ALT and AST levels in Flox and F4MKO mice on 24-weeks NASH diet (*n* = 6 biologically independent animals). All results were shown as mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. A two-tailed Student t test was used for statistical analysis. LI, lobular inflammation; NAS, NAFLD activity score; ALT, alanine aminotransferase; AST, aspartate aminotransferase. Source data are provided as a Source data file.

To investigate whether the ablation of IRF4 in skeletal muscles ameliorated NASH progression, we generated skeletal muscle-specific IRF4 knockout (F4MKO) mice, as previously described^19^. Male mice were then fed a Western diet and high-fructose diet for 24 weeks to induce NASH, as reported before^28^. No differences in body weight and liver weight were observed between F4MKO and Flox mice (Supplementary Fig. 1f–h) fed the NASH diet. Liver tissue morphology and H&E staining results showed a mild difference in hepatic steatosis (Fig. 1e, f, Supplementary Fig. 1i). Moreover, unlike HFD-fed mice^20^, the F4MKO mice showed no changes in fat and muscle depots compared with Flox mice (Supplementary Fig. 1j, k). Similarly, no changes were observed in oxygen consumption, carbon dioxide production, respiratory exchange ratio (RER), and energy expenditure (EE) (Supplementary Fig. 1l–o). GAS fiber type-related genes and H&E staining also did not reveal any changes in the muscle fiber type or muscle cross-sectional area (Supplementary Fig. 1p, q). This was further illustrated by the NASH/NAFLD activity score (NAS score) in the liver of Flox and F4MKO mice (Fig. 1f). In addition, we observed that F4MKO mice showed lower serum ALT and AST levels (Fig. 1g, h), which were indicators of liver damage. Collectively, these data suggested that deletion of IRF4 in skeletal muscles could improve NASH progression. The amelioration of hepatic steatosis and liver damage was also observed in female mice (Supplementary Fig. 1r–t).

### F4MKO mice showed a reduction in lipid accumulation, lower inflammation levels, and decreased fibrosis when fed the NASH diet

To further investigate the potential hepatic pathologies, we assessed lipid metabolism, inflammation, macrophage infiltration, and fibrosis in F4MKO and control mice. As anticipated, the levels of triglycerides and cholesterol were lower in the liver of F4MKO mice (Fig. 2a, Supplementary Fig. 2a, b), whereas the level of plasma triglycerides and cholesterol did not change (Supplementary Fig. 2c, d). Concomitant with this, lipogenic genes (Srebp1c, Scd1, Nr1h3, Fas) were downregulated in the liver of F4MKO mice compared with that in control mice, whereas fatty acid oxidation genes (Pparα, Cpt1a) were upregulated (Fig. 2b). To address macrophage infiltration in the liver, we measured F4/80^+^ Kupffer cells/macrophages in the liver. F4/80^+^ staining showed that there were fewer F4/80^+^-positive cells in F4MKO mice than in control mice (Fig. 2c). In addition, the M1 macrophage maker gene Nos2 was decreased and M2 marker genes Clec10a was upregulated. In line with this, the inflammatory genes Il-6, Il-1β, and Tnf were downregulated and anti-inflammatory gene Il-10 was upregulated in samples obtained from F4MKO mice (Fig. 2d). Furthermore, liver fibrosis was suppressed in the samples of F4MKO mice assessed by Sirius Red staining, along with the downregulation of key genes of fibrosis (Acat2, Col1a1, Col1a2, Timp2, and Tgfβ) (Fig. 2e, f).

**Fig. 2:**
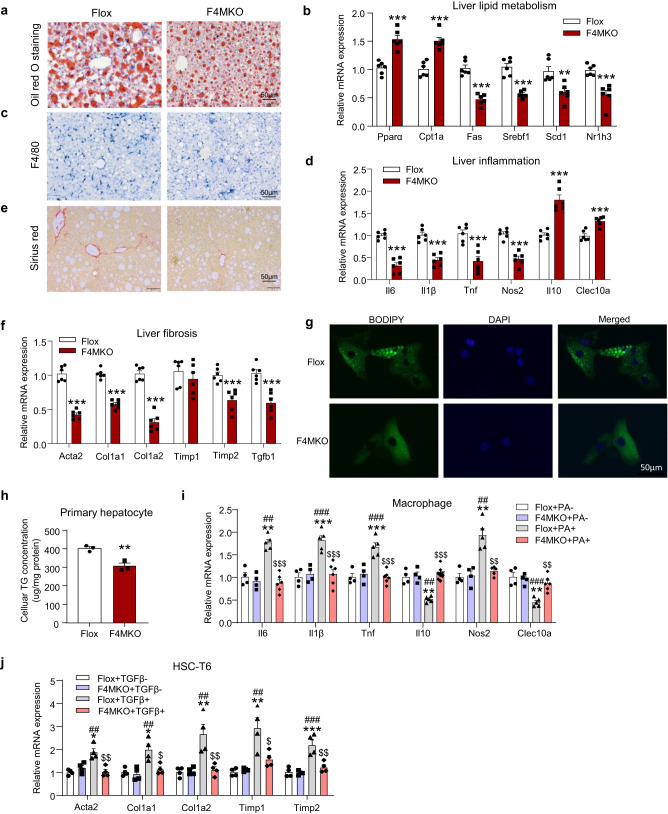
Skeletal muscle-specific IRF4 deletion reduces lipid accumulation, inflammation, and fibrosis in liver. **a** Oil red O staining of liver in Flox and F4MKO mice fed with 24-weeks NASH diet (*n* = 3 biologically independent animals. Scale bars, 50 μm). **b** Relative mRNA expression of lipid metabolism-related genes in liver of Flox and F4MKO mice on 24-weeks NASH diet (*n* = 6 biologically independent animals). **c** F4/80 staining in liver of Flox and F4MKO mice fed with 24-weeks NASH diet (*n* = 3 biologically independent animals. Scale bars, 50 μm). **d** Relative mRNA expression of inflammatory genes in Flox and F4MKO mice on 24-weeks NASH diet (*n* = 6 biologically independent animals). **e** Sirius red staining of liver in Flox and F4MKO mice fed with 24-weeks NASH diet (*n* = 3 biologically independent animals. Scale bars, 50 μm). **f** Relative mRNA expression of fibrosis genes in Flox and F4MKO mice fed with 24-weeks NASH diet (*n* = 6 biologically independent animals). **g** Immunofluorescence of primary hepatocytes co-cultured with gastrocnemius from F4MKO and Flox mice (*n* = 3 biologically independent cell experiments. Scale bars, 50 μm). Primary hepatocytes cells treated with 25 mM glucose and 200 μM PA were co-cultured with gastrocnemius from F4MKO and Flox mice for 48 h. **h** Cellular TG level of primary hepatocytes from (**g**) (*n* = 3 biologically independent cell experiments). **i** Relative mRNA expression of inflammatory genes in macrophage cells co-cultured with gastrocnemius from Flox and F4MKO mice (Flox+PA-, *n* = 4 biologically independent cell experiments; MKO + PA-, *n* = 4 biologically independent cell experiments; Flox+PA +, *n* = 5; MKO + PA +, *n* = 6 biologically independent cell experiments). Macrophages were treated with 200 μM PA or vehicle control (**j**) Relative mRNA expression of fibrosis genes of HSC-T6 cells co-cultured with gastrocnemius from Flox and F4MKO mice (*n* = 4 biologically independent cell experiments). HSC-T6 cells were treated with 10 ng/ml rTGFβ or vehicle control. All results were shown as mean ± SEM, **p < 0.01, ***p < 0.001, com*p*ared with the Flox group, a two-tailed Student t test was used for statistical analysis (**b**, **d**, **f**, **h**); **p < 0.01, ***p < 0.001, com*p*ared with the Flox+PA- or Flox+TGFβ- group, ^##^*p* < 0.01, ^###^*p* < 0.001, compared with the F4MKO + PA- or F4MKO + TGFβ- grou*p*, ^$^*p* < 0.05, ^$$^*p* < 0.01, compared with the Flox+PA+ or Flox+TGFβ+, a two^-^way ANOVA followed by Bonferroni post-tests was used for statistical analysis (**i**, **j**). Source data are provided as a Source data file.

Next, we assessed whether skeletal muscle tissues from F4MKO mice could directly regulate liver function by using a co-culture system (Supplementary Fig. 2e). We first generated cells to mimic NASH in vivo by treating hepatocytes and macrophages with palmitic acid (PA), and treating HSC-T6 cells with TGFβ (Supplementary Fig. 2f–i). When primary hepatocytes were co-cultured with GAS from F4MKO or control mice, lipid droplet accumulation was found to decrease (Fig. 2g), and the cellular TG level also decreased significantly in the F4MKO group relative to that in the control group (Fig. 2h). This phenomenon was also observed in HepG2 and AML12 cells (Supplementary Fig. 2j–m). In addition, the expression of inflammation-related genes in macrophages and fibrosis in HSC-T6 cells decreased when the cells were co-cultured with GAS from F4MKO mice (Fig. 2i, j). These data indicated that IRF4-specific knockout in skeletal muscles led to a reduction in lipid accumulation, inflammation, and fibrosis in liver tissues and in cells in vitro.

### The expression of FSTL1, a myokine, was decreased in F4MKO mice and transcriptionally regulated by IRF4

The co-culture system indicated that skeletal muscles can directly communicate with liver tissues. We performed serum proteomics using samples from F4MKO and control mice and identified 376 differentially expressed proteins corresponding to a fold change >1.5 or fold change <0.67. This included 194 upregulated proteins and 182 downregulated proteins (Supplementary Fig. 3a). We then compared genes encoding these proteins with those differently expressed genes identified in our previous F4MKO muscle RNA-seq data^20^, and identified 15 overlapping downregulated and three overlapping upregulated genes (Supplementary Fig. 3b). Next, we overlapped these 18 proteins with myokines obtained from public literature^29^, identifying 12 downregulated and one upregulated myokine (Supplementary Fig. 3c, d). To further identify changes in these 13 myokines secreted by skeletal muscles, we examined these genes expression in the GAS of F4MKO NASH mouse models. We just found that Decorin, Fibronectin1, Fstl1, and Mmp2 were significantly downregulated in the GAS of F4MKO mice (Supplementary Fig. 3e). Fstl1, Mmp2, and Decorin expression was reported to be associated with NASH^23,30,31^. However, Mmp2 and Decorin exhibit a protective role on NASH, downregulation is likely to worsen NASH pathology^30,31^. Fstl1 was reported to promote fibrosis in the liver and Fibronectin 1 was expression important for the extracellular matrix^23,32^. We thus choose Fstl1 as a candidate that linked the muscle and liver tissues in our models. Meanwhile, we found that the protein expression of FSTL1 did not change in the GAS F4MKO mice fed a normal chow diet, whereas it decreased significantly in the GAS, soleus, and quadriceps of F4MKO mice under NASH model conditions (Fig. 3a, Supplementary Fig. 4a–c); the same was observed with plasma FSTL1 (Fig. 3c). Consistent with this, FSTL1 expression was higher in the GAS of NASH mice but lower in the GAS of NASH mice subjected to exercise (Fig. 3b).

**Fig. 3:**
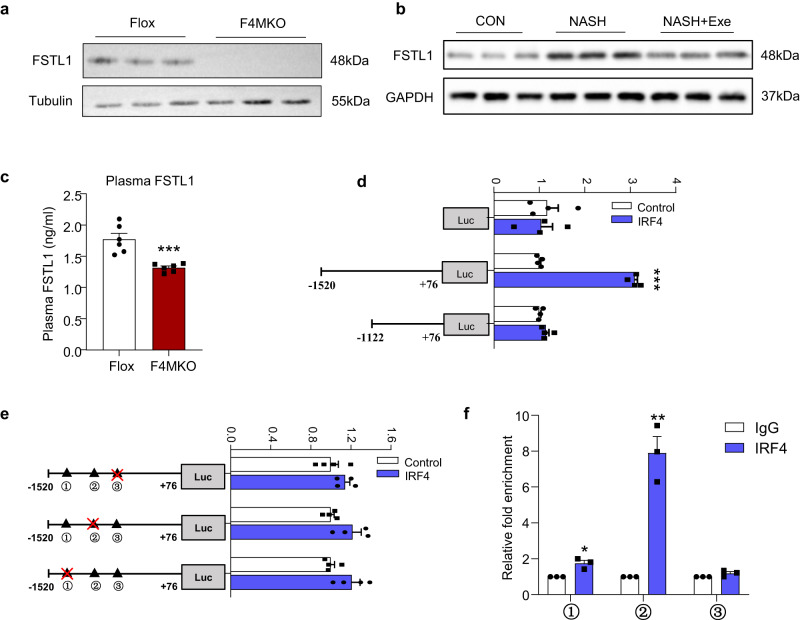
FSTL1, a myokine, is decreased in MKO mice and transcriptionally regulated by IRF4. **a** Western blot analysis of the expression of FSTL1 in skeletal muscle of Flox and F4MKO mice fed with 24-weeks NASH diet (*n* = 3). **b** Western blot analysis of the expression of FSTL1 in skeletal muscle of CON, NASH and NASH+Exe mice (*n* = 3). **c** Elisa analysis of the level of plasma FSTL1 from Flox and NASH mice fed with 24-weeks NASH diet (*n* = 6 biologically independent animals). **d** Dual Luciferase Assays of Fstl1 promoter (*n* = 4 biologically independent cell experiments). Luciferase activity was corrected for Renilla luciferase activity and normalized to Control group. **e** The mutant Fstl1 promoter fused to a luciferase reporter gene was co-transfected into 293 T cells together with pCDH-puro and pCDH-IRF4 promoter (*n* = 4 biologically independent cell experiments). ①−1492/−1477 mutant, ②−1254/−1232 mutant, ③−1195/−1180 mutant. Luciferase activity was corrected for Renilla luciferase activity and normalized to Control group. **f** QPCR analysis of each ChIP-DNA sample was performed for FSTL1, β-ACTIN (*n* = 3 biologically independent cell experiments). Results are reported as fold enrichment of immunoprecipitated DNA from each sample relative to the DNA immunoprecipitated with the non-specific antibody, and were plotted in a scale in which the final value of IgG was arbitrarily set to 1. All results were shown as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. A two-tailed Student t test was used for statistical analysis. Source data are provided as a Source data file.

We then assessed whether Fstl1 expression was transcriptionally regulated by IRF4. We constructed luciferase reporter genes containing different segments of the FSTL1 promoter and co-transfected them into 293T cells with pCDH-GFP or pCDH-IRF4. IRF4 increased the activity of the FSTL1 promoter in the −1520 to +76 region, whereas IRF4 had no effect on the activity of the promoter in the −1122 to +76 region, indicating that the element responsible for the action of IRF4 on FSTL1 promoter was positioned between bases −1520 and −1122 (Fig. 3d). Next, we analyzed the FSTL1 promoter between −1520 and −1122 using an online tool for predicting the interaction between promoters and transcription factors (http://jaspar.genereg.net). We subsequently identified three potential binding sites of IRF4 (ISRE) within this region of the FSTL1 promoter. We then constructed three mutant reporter genes with a disrupted ISRE motif, and re-conducted the dual-luciferase reporter assay. IRF4 exerted no effect on the FSTL1 promoter with the three different mutations (Fig. 3e). The data suggested that IRF4 manipulates FSTL1 expression by enhancing the activity of the FSTL1 promoter. Furthermore, the −1520 to −1122 region is responsible for this effect. Chip-qPCR results further confirmed that IRF4 was bound to the −1520 to 1122 region of FSTL1 promoter (Fig. 3f).

### Skeletal muscle-derived FSTL1 was responsible for IRF4-mediated NASH progression

To verify whether FSTL1 mediates IRF4’s effects in liver cells in vivo, we induced the overexpression of FSTL1 directly in the GAS of mice using adenovirus-associated virus (AAV) delivery. Flox and F4MKO mice were first modeled with NASH. After 24-week NASH modeling, AAV-FSTL1, tagged with flag, was injected into the GAS. After 4 weeks of the AAV injection, the mRNA expression of FSTL1 in GAS was increased significantly in the AAV-FSTL1-treated group (Supplementary Fig. 4d), and the FSTL1 protein levels in GAS and serum also increased significantly (Fig. 4a, b). The circulating FSTL1 level also increased significantly (Fig. 4c). We observed that the FSTL1 level in the liver increased after AAV injection (Supplementary Fig. 4e), but the FSTL1 mRNA expression in the liver remained unchanged (Supplementary Fig. 4f), indicating that FSTL1 was secreted from the GAS and moved to the liver. There were no differences in the body, GAS, and liver weight among Flox, F4MKO, and F4MKO + FSTL1 mice (Supplementary Fig. 3g–k) fed the NASH diet. Liver tissue H&E staining showed that the degree of steatosis and inflammation in F4MKO mice injected with AAV-FSTL1 were similar to that observed in Flox mice (Fig. 4d), which was further illustrated by the NAS scores of the liver tissue of Flox, F4MKO, and F4MKO + FSTL1 mice (Fig. 4e). In addition, the F4MKO + FSTL1 mice exhibited higher serum ALT and AST levels (Fig. 4f, g). These data suggested that skeletal muscle-derived FSTL1 contributed to the amelioration of hepatic pathology in F4MKO mice.

**Fig. 4:**
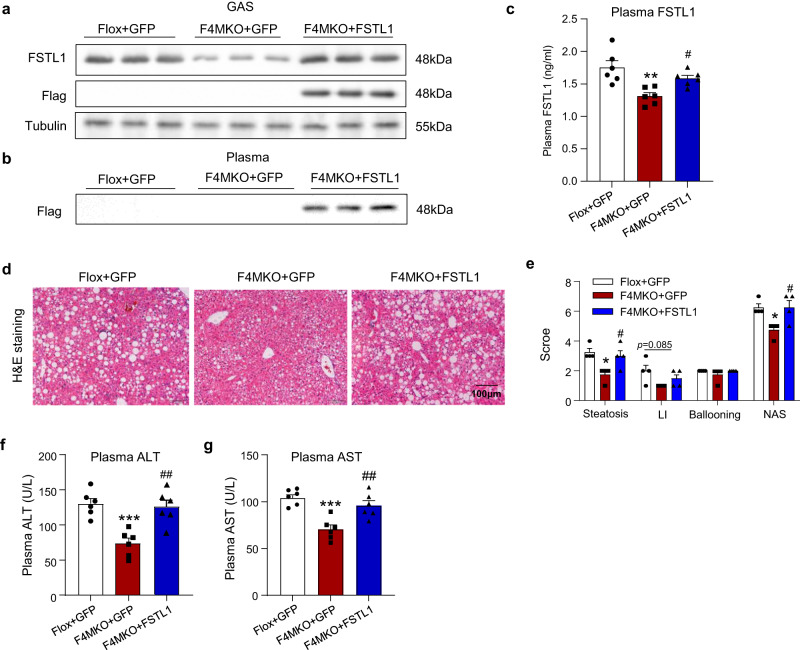
Skeletal muscle-derived FSTL1 is responsible for IRF4-mediated NASH progression. **a**, **b** Western blot analysis of the expression of FSTL1- and FLAG in skeletal muscle and FLAG in plasma of Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 3 biologically independent animals). **c** Elisa analysis of the level of plasma FSTL1 from mice of (**b**) (*n* = 6). **d** H&E staining of liver in Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice on 24-weeks NASH diet (*n* = 4 biologically independent animals. Scale bars, 100 μM). **e** Quantification of steatosis, lobular inflammation (LI), and ballooning of livers from Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 4 biologically independent animals). **f**, **g** Plasma ALT, AST levels in Flox+GFP, F4MKO + GFP and F4MKO + FSTL1 mice on 24-weeks NASH diet (*n* = 6 biologically independent animals). All results were shown as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, compared with the Flox+GFP group; ^#^*p* < 0.05, ^##^*p* < 0.01, compared with the F4MKO + GFP group, a two-tailed Student t test was used for statistical analysis. Source data are provided as a Source data file.

Furthermore, we induced FSTL1 knockdown in both the liver and GAS using AAV. FSTL1 knockdown in the GAS (GFSTL1-KD) did not result in any significant improvement in circulating triglyceride level, hepatic lipid accumulation, or hepatic damage (Supplementary Fig. 5a, c–e). However, we observed a mild reduction in liver fibrosis in GFSTL1-KD mice assessed by Sirius Red staining (Supplementary Fig. 5b). In addition, the expression of key genes associated with fibrosis (Acat2 and Col1a1) was also found to be lowered (Supplementary Fig. 5f). However, we did not observe any significant effects on the NASH phenotype (Supplementary Fig. 5g–k) upon FSTL1 knockdown in the liver. These results provided further confirmation that FSTL1 derived from skeletal muscle plays a dominant role in the NASH pathology phenotype.

### FSTL1 overexpression of counteracted the effects on the liver induced upon the ablation of skeletal muscle IRF4

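Liver RNA from 3 Flox, 3 F4MKO and 3 F4MKO + FSTL1 mice with NASH was sequenced, with 1 library per mouse. The authors deposited the number of reads counted on each gene of each library, without normalization. Between 22900737 and 23896946 reads per Flox library were counted on genes, with a median of 23157010. The totals ran from 23265774 to 24322984 in F4MKO libraries (median 24205726) and from 20656976 to 22891868 in F4MKO + FSTL1 libraries (median 21803213). Irf4, the gene deleted in the skeletal muscle of F4MKO mice, is expressed at low levels in liver tissue. Its counts were 131, 132 and 101 in the Flox libraries, 120, 128 and 130 in the F4MKO libraries, and 10, 92 and 116 in the F4MKO + FSTL1 libraries. Since the deletion is specific to skeletal muscle, the liver counts of Irf4 do not check the genotype. Counts were normalized for library size by edgeR's TMM method, and 14379 of the 24008 listed genes had enough counts to be tested. On the log2 CPM of these genes, the counts scaled to a common library size, the first principal component held 49.0% of the variance. The F4MKO libraries lay at its positive end, from 28.7 to 49.0, the Flox libraries lay from -5.47 to 5.46, and the F4MKO + FSTL1 libraries lay from -47.4 to -29.4. The second component held 12.7% of the variance and set replicate 3 of each group, from 16.8 to 24.2, apart from replicates 1 and 2, from -20.7 to 2.40.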

To test whether FSTL1 mediates the effect of disrupted IRF4 expression in skeletal muscles on NASH progression, we performed the transcriptome analysis of liver tissues in Flox, F4MKO, and F4MKO + FSTL1 mice. KEGG pathway analysis revealed that the non-alcoholic fatty liver disease (NAFLD) pathway was repressed in F4MKO mice compared with that in control mice. 

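The NAFLD pathway was scored as a set of 135 tested genes, of which 62 encode subunits of respiratory-chain complexes and 73 encode other proteins. Genes were ranked by the log2 fold change of F4MKO compared with Flox livers (n = 3 mice per group). The normalized enrichment score of the set was -1.86 (enrichment score -0.44, adjusted p = 2.11e-05 from fgsea's permutation of genes, Benjamini-Hochberg adjustment over 15 sets). The median log2 fold change of its members was -0.16, with 99 members lower and 36 higher, and no member passed the threshold for differential expression. The 62 respiratory-chain members had a score of -2.72 (adjusted p = 1.42e-10 from the same permutation), a median log2 fold change of -0.27, and were all lower in F4MKO livers. The 73 other members had a score of 0.54 (adjusted p = 0.992 from the same permutation), with 36 higher and 37 lower. The members with the largest change among those that built the score of the whole set were Fos, Cyp2e1, Cebpa, Ndufb9 and Ndufb2. Their log2 fold changes ran from -0.51 for Fos to -0.40 for Ndufb2, and their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 0.146 to 0.607. The permutation treats genes as independent, whereas the mean correlation between respiratory-chain members across libraries within groups was 0.75. With limma's camera test, which takes such correlation into account and moved the result most, the adjusted p of the NAFLD set was 0.301.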

Upon injection with AAV-FSTL1, the NAFLD pathway was activated relative to that in AAV-GFP-injected F4MKO mice (Fig. 5a, b). 

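In F4MKO + FSTL1 compared with F4MKO livers (n = 3 mice per group), the normalized enrichment score of the NAFLD pathway was 1.43 (enrichment score 0.34, adjusted p = 0.00237 from fgsea's permutation of genes). With the replicate number as a block in the fit, the score was 1.46 (adjusted p = 0.00147 from the same permutation). The deviations of same-numbered libraries from their group means had a mean correlation of 0.169 across genes in this comparison. The median log2 fold change of the 135 members was 0.22, with 99 higher and 36 lower. Among the respiratory-chain members, 61 of 62 were higher, with a score of 2.41 without the block and 2.42 with it. The score of the 73 other members was -0.60 without the block and -0.62 with it (adjusted p = 0.987 and 0.978 from the same permutation). Cyp2e1 had the largest change among the members that built the score, with a log2 fold change of 1.13 (standard error 0.17, adjusted p = 0.00206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Uqcrc1 (0.76), Cebpa (0.66), Ppara (0.58) and Ndufb9 (0.52). Removing a trend on transcript length and GC content from each library, a step chosen after seeing the data, gave the set a score of 1.29 (adjusted p = 0.0581 without the block and 0.0457 with it, from the same permutation). The alternatives that moved the score most toward no enrichment were edgeR without a filter on low counts, at 1.01 (adjusted p = 0.560 from the same permutation), and limma's camera test, with an adjusted p of 0.307. The respiratory-chain members did not move alike in all livers. Their mean z score was -1.77 and -1.03 in replicates 1 and 2 of the F4MKO group, and 0.16 in replicate 3, within the range of the Flox livers. Replicate 3 also lay above replicate 1 of the F4MKO + FSTL1 group at 0.12, so the F4MKO group overlapped with both other groups in these members. Between libraries of the same number, which come from different mice, the F4MKO + FSTL1 score was higher than the F4MKO score for all 3 numbers (0.12, 0.36 and 1.21 against -1.77, -1.03 and 0.16), and the F4MKO score was lower than the Flox score for all 3. The mean z score of all 135 members did not overlap between F4MKO and F4MKO + FSTL1 livers. It was -0.74, -0.52 and -0.04 in the F4MKO group and 0.08, 0.30 and 0.52 in the F4MKO + FSTL1 group. Chance gives no overlap in 10% with 3 mice against 3, and such a comparison cannot give an exact two-sided p under 0.1. Between F4MKO and Flox livers this score did overlap, with replicate 2 of Flox at -0.14, below replicate 3 of F4MKO.

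**Figure D1:**
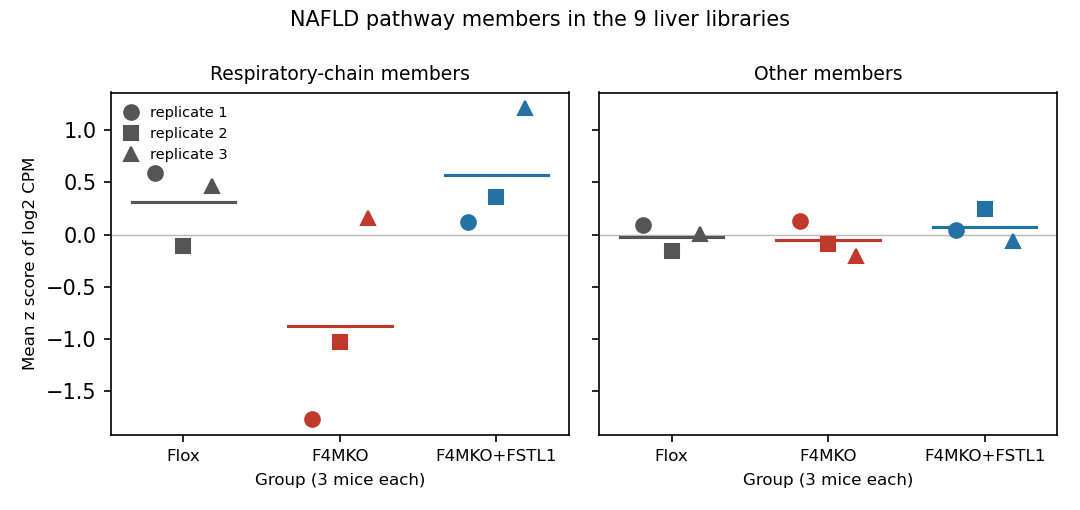
Mean z score of log2 CPM over the respiratory-chain members (left) and the other members (right) of the NAFLD pathway in each of the 9 liver libraries, by group. Symbols are replicates and lines are group means. Replicates 1 and 2 of the F4MKO group have the lowest values on the left, -1.77 and -1.03, while replicate 3 of that group lies within the range of the Flox livers and above 1 F4MKO + FSTL1 liver. The groups overlap in both panels.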

Next, we verified that skeletal muscle-derived FSTL1-mediated NASH progression with regards to hepatic lipid metabolism, fibrosis, and inflammation in vivo when specific IRF4 deletion was induced in skeletal muscles. First, we found that triglyceride content was significantly lowered in the liver of F4MKO mice but increased in the liver of AAV-FSTL1-injected F4MKO mice (Fig. 5c, Supplementary Fig. 6a). Consistent with this, key genes associated with lipogenesis were downregulated in F4MKO mice, but their expression was restored in F4MKO + FSTL1 mice (Fig. 5d). Second, we checked the degree of inflammation in the liver. F4/80 staining showed that there were less kupffer cells in F4MKO than in control mice, whereas the number of cells was greater in F4MKO mice injected with AAV-FSTL1 (Fig. 5e). Moreover, the expression of inflammatory genes, such as Il-6, Il-1β, Tnf, and Il-10 was reversed in F4MKO mice injected with AAV-FSTL1 (Fig. 5f). Third, Sirius Red staining showed that the degree of fibrosis in the liver was similar to that in control and F4MKO + FSTL1 groups but decreased in the F4MKO group (Fig. 5g). QPCR analysis revealed the same changes in the expression patterns of fibrosis-related genes (Fig. 5h).

**Fig. 5:**
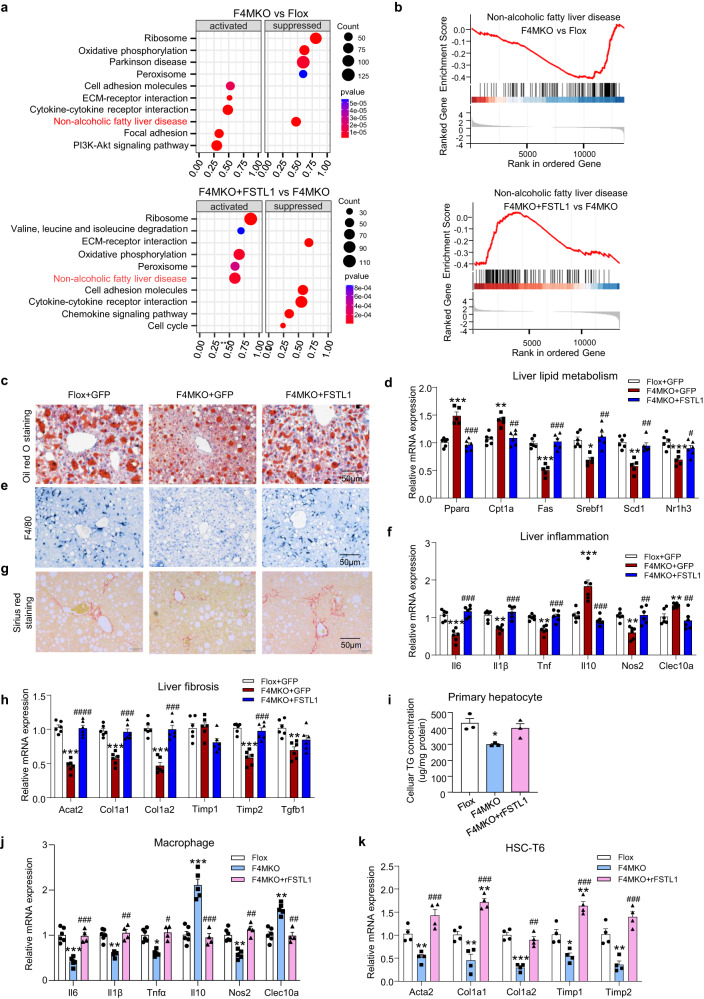
Overexpression of FSTL1 counteracts the liver effects induced by ablation of skeletal muscle IRF4. **a**, **b** Gene set enrichment analysis of Flox, F4MKO, and F4MKO + FSTL1 liver from RNA-seq data. **c** Oil red O staining of liver in Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 3 biologically independent animals. Scale bars, 50 μm). **d** Relative mRNA expression of lipid metabolism-related genes in NASH liver of Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (Flox+GFP, *n* = 6 biologically independent animals; F4MKO + GFP, *n* = 5 biologically independent animals; F4MKO + FSTL1, *n* = 6 biologically independent animals). **e** F4/80 staining in NASH liver of Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 3 biologically independent animals. Scale bars, 50 μm). **f** Relative mRNA expression of inflammatory genes in NASH liver of Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 6 biologically independent animals). **g** Sirius red staining of NASH liver in Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 3 biologically independent animals. Scale bars, 50 μm). **h** Relative mRNA expression of fibrosis genes in NASH liver of Flox+GFP, F4MKO + GFP, and F4MKO + FSTL1 mice (*n* = 6 biologically independent animals). **i** Cellular TG level of primary hepatocytes co-cultured with indicated gastrocnemius (*n* = 3 biologically independent cell experiments). Primary hepatocytes cells treated with 25 mM glucose and 200 μM PA were co-cultured with gastrocnemius from Flox or F4MKO mice for 48 h. **j** Relative mRNA expression of inflammatory genes in macrophages co-cultured with gastrocnemius (Flox+GFP, *n* = 6 biologically independent cell experiments; F4MKO + GFP, *n* = 5 biologically independent cell experiments; F4MKO + FSTL1, *n* = 4 biologically independent cell experiments). Macrophages were treated with 200 μM PA for 24 h, then macrophages were co-cultured with GAS from Flox and F4MKO mice for 48 h and treated with or without 100 ng/ml rFSTL1. **k** Relative mRNA expression of fibrosis genes in HSC-T6 cells co-cultured with GAS (*n* = 4 biologically independent cell experiments). HSC-T6 cells were treated with 10 ng/ml rTFGβ for 24 h, then HSC-T6 cells were co-cultured with GAS from Flox and F4MKO mice for 48 h and treated with or without 100 ng/ml rFSTL1. All results were shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the Flox+GFP group; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, com*p*ared with the F4MKO + GFP group, a two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source data file.

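Besides the NAFLD pathway, Fig. 5a lists 9 pathways for each comparison. The genes of all 9 were scored for F4MKO compared with Flox livers and of all 9 for F4MKO + FSTL1 compared with F4MKO livers (n = 3 mice per group). Each score had the sign that the figure gives, and each had an adjusted p under 0.05 (fgsea's permutation of genes). In F4MKO compared with Flox livers, the score was lowest for the ribosome, at -2.66, with 155 of 157 members lower and a median log2 fold change of -0.18. Oxidative phosphorylation had a score of -2.02. The score was highest for ECM-receptor interaction, at 2.10, with 54 of 63 members higher, a median log2 fold change of 0.44, and 3 members past the threshold for differential expression. In F4MKO + FSTL1 compared with F4MKO livers, the ribosome had a score of 2.46 and ECM-receptor interaction a score of -2.0. In the latter set 56 of 63 members were lower, 30 of them past the threshold, and the median log2 fold change was -0.72. The 9 pathways of this comparison kept their sign and their side of the threshold with the replicate number as a block. With the correction for transcript length and GC content, with or without the block, 8 were past it in the figure's direction. Without replicate 1 of F4MKO, 8 were past it in this comparison and 7 in F4MKO compared with Flox livers. By limma's camera test none of the 9 pathways passed the threshold in either comparison, and the lowest adjusted p was 0.301 in F4MKO compared with Flox livers and 0.257 in F4MKO + FSTL1 compared with F4MKO livers, each shared by ECM-receptor interaction and other sets. The correlation between members that this test estimated was 0.635 for the ribosome and 0.142 for ECM-receptor interaction.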

In addition, recombinant protein-FSTL1 (rFSTL1) increased the TG concentration in primary hepatocytes and HepG2 cells treated with PA, but not the basal levels (Supplementary Fig. 6b, c). Since FSTL1 was downregulated in F4MKO mice, we added rFSTL1 into the co-culture system. In the primary hepatocyte steatosis cell model, rFSTL1 restored the cellular TG levels and lipid accumulation in cells co-cultured with GAS from F4MKO mice (Fig. 5i). rFSTL1 exerted the same effect in an HepG2 steatosis cell model (Supplementary Fig. 6d). Meanwhile, we tested the effects of rFSTL1 in macrophage cells (Supplementary Fig. 6e–h). rFSTL1 counteracted inflammatory gene expression in macrophages co-cultured with GAS from F4MKO mice (Fig. 5j). Consistent with this, rFSTL1 reversed liver fibrosis gene expression in HSC-T6 cells co-cultured with GAS from F4MKO mice (Fig. 5k, Supplementary Fig. 6i–m). In conclusion, FSTL1 overexpression could counteract the effects of skeletal muscle IRF4 ablation in steatosis, fibrosis, and inflammation in NASH mice.

### Skeletal muscle IRF4 regulated liver metabolism via FSTL1-DIP2A/CD14

To screen the receptors of FSTL1 that is/are responsible for the liver phenotypes in F4MKO mice, we measured the expression of their transcripts. Twelve receptors were reported to be related to FSTL1^33–36^. According to sc-RNA-Seq data from human and mouse livers, these 12 receptors were expressed in different patterns in different cell types (Supplementary Fig. 7a–d)^37–40^. We then measured the expression of these receptors in our models. The expression of seven receptors was altered in F4MKO mice; these were including Cd14, Dip2a, Eng, Bmpr2, Tgfbr1, Tgfbr2, and Bmpr1b (Supplementary Fig. 7e). Given that the Bmpr1b transcript was not detected in mouse NASH liver sc-RNA-Seq (Supplementary Fig. 7d), we designed the shRNA of the remaining six receptors to further clarify how FSTL1 regulates liver metabolism. We used mouse AML12 hepatocytes, hepatic stellate HSC-T6 cell, and a macrophage cell line, which were infected with an shRNA lentivirus to knockdown the receptors of FSTL1 (Supplementary Figs. 8a, 9a, 10a). Surprisingly, rFSTL1 increased lipid accumulation in AML12 cells, but the effects were only blocked by shDip2a and shCd14 and not by other receptors (Supplementary Fig. 8b–g). The blockade of Dip2a and Cd14 in AML12 cells did not result in any changes in the expression of the other receptors (Supplementary Fig. 8h, i). Again, we found that inflammatory gene expression was increased in macrophage cells treated with rFSTL1, whereas the expression of these genes normalized when the cells were infected with shCd14 (Supplementary Fig. 9b–g). Similarly, when Cd14 knockdown in macrophage cells did not cause changes in other receptors (Supplementary Fig. 9h). Combining these findings with the sc-RNA-Seq data, we selected four to six receptors (Eng, Bmpr2, Tgfbr2, and Dip2a) that showed a change in expression patterns in NASH HSCs. The fibrosis-related genes were upregulated in rFSTL1 supplement cells but downregulated only in shDip2a infected cells (Supplementary Fig. 10b–e). However, the expression of other receptors did not change in HSC-T6 cells infected with shDip2a (Supplementary Fig. 10f).

To identify the receptor that contributes to the effects of the skeletal muscle IRF4-FSTL1 axis on the liver, co-culture experiments were carried out. FSTL1 could not restore cellular lipid accumulation and lipid metabolism gene expression in Dip2a or Cd14 knockdown AML12 steatosis cells co-cultured with GAS from F4MKO mice (Fig. 6a–h). Moreover, following Cd14 knockdown in macrophages and Dip2a knockdown in HSC-T6, rFSTL1 was unable to reverse inflammation-related gene expression in macrophages and fibrosis-related gene expression in HSC-T6 cells co-cultured with GAS from F4MKO mice (Fig. 6i–r). Collectively, these data suggest that skeletal muscle IRF4 regulates lipid metabolism, fibrosis, and inflammation via FSTL1-DIP2A/CD14. To further validate these results in vivo, we used AAV delivery to directly block both Dip2a and Cd14 expression in the liver inducing the overexpression of FSTL1 in the GAS. FSTL1 could not rescue hepatic damage, lipid accumulation, and fibrosis when both Dip2a and Cd14 were knocked down in the liver (Fig. 6s–w). In summary, these data revealed that skeletal muscle IRF4 regulates NASH progression through the FSTL1-DIP2A/CD14 pathway.

**Fig. 6:**
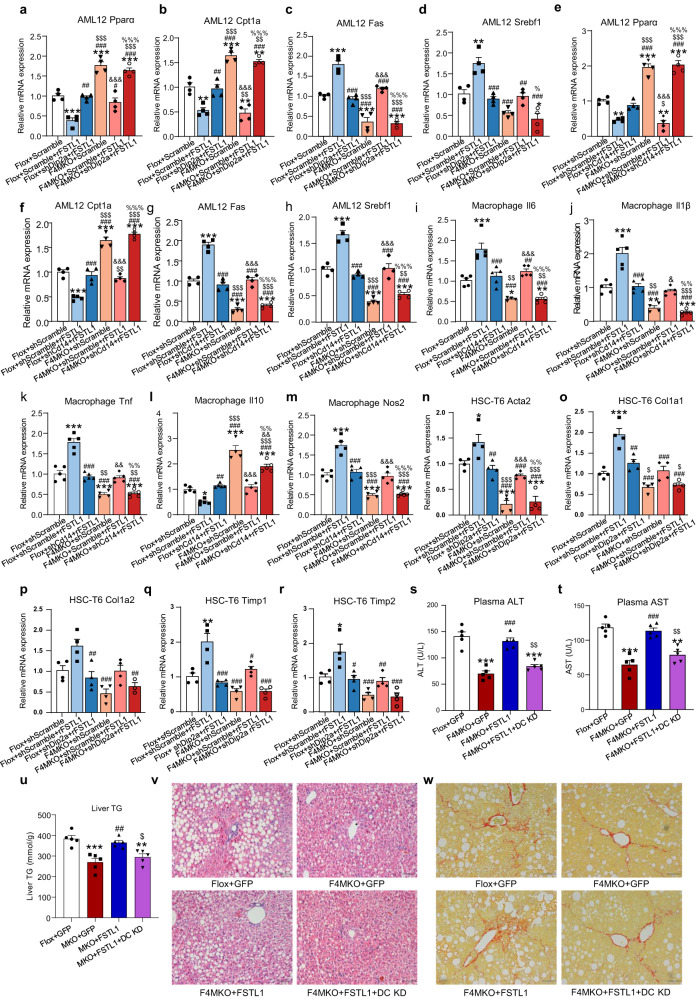
Skeletal muscle IRF4 regulates liver metabolism via FSTL1-DIP2A/CD14. **a**–**h** Lipid metabolism genes of AML12 cells co-cultured with GAS from Flox or F4MKO mice (**c** F4MKO+shDip2a + rFSTL1, *n* = 3 biologically independent cell experiments, *n* = 4 biologically independent cell experiments for others). AML12 cells co-cultured with GAS from Flox or F4MKO mice, were infected with shDip2a or shCd14 lentivirus and then treated with 200 μM PA for 24 h. In shScramble+rFSTL1 and shDip2a + rFSTL1 or shCd14 + rFSTL1 group, AML12 cells were additionally treated with 100 ng/ml rFSTL1. **i**–**m** Relative mRNA expression of inflammatory genes in macrophages co-cultured with GAS from Flox and F4MKO mice (**i**–**m** F4MKO+shScramble, *n* = 4 biologically independent cell experiments, *n* = 5 biologically independent cell experiments for others). Macrophages, co-cultured with GAS from Flox and F4MKO mice, were infected with shDip2a lentivirus and then treated with 200 μM PA for 24 h. In shscramble+rFSTL1 and shDip2a + rFSTL1 group, macrophages were additionally treated with 100 ng/ml rFSTL1. **n**–**r** Relative mRNA expression of fibrosis genes in HSC-T6 cells co-cultured with GAS from Flox and F4MKO mice (**p** F4MKO+shDip2a + rFSTL1, *n* = 3 biologically independent cell experiments, *n* = 4 biologically independent cell experiments for others). HSC-T6 cells co-cultured with GAS from Flox and F4MKO mice, were infected with shDip2a lentivirus and then treated with 10 ng/ml TGFβ1 for 24 h. In shscramble+rFSTL1 and shDip2a + rFSTL1 group, HSC-T6 cells were additionally treated with 100 ng/ml rFSTL1. **s**, **t** Plasma ALT and AST levels in Flox+GFP, F4MKO + GFP, F4MKO + FSTL1, and F4MKO + FSTL1 + DC KD (Dip2a and Cd14 knock down) mice on 24-weeks NASH diet (*n* = 5 biologically independent animals). **u** Liver TG level in Flox+GFP, F4MKO + GFP, F4MKO + FSTL1, and F4MKO + FSTL1 + DC KD mice (*n* = 5 biologically independent animals). **v**, **w** H&E staining and Sirius red staining of NASH liver in Flox+GFP, F4MKO + GFP, F4MKO + FSTL1, and F4MKO + FSTL1 + DC KD mice (*n* = 3 biologically independent animals. Scale bars, 50 μm). All results are shown as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the Flox+shScramble group; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, compared with the Flox+shScramble+rFSTL1 grou*p*; ^$^*p* < 0.05, ^$$^*p* < 0.01, ^$$$^*p* < 0.001, compared with the Flox+shDip2a + rFSTL1 group or Flox+shCd14 + rFSTL1 group; ^&^*p* < 0.05, ^&&^*p* < 0.01, ^&&&^*p* < 0.001, compared with the F4MKO+shScramble group; ^%^*p* < 0.05, ^%%^*p* < 0.01, ^%%%^*p* < 0^.^001, compared with the F4MKO+shScramble+rFSTL group. A two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis (**a**–**r**). **p < 0.01, ***p < 0.001, compared with the Flox+GFP group; ^###^*p* < 0.001, compared with the F4MKO group; ^$^*p* < 0.05, ^$$^*p* < 0.01, compared with the F4MKO + FSTL1 group. The one-way ANOVA followed by Bonferroni post-tests was used for statistical analysis (**s**, **t**) Source data are provided as a Source data file.

### The serum FSTL1 level was associated with hepatic steatosis and fibrosis in humans

To determine whether the serum FSTL1 level associated with liver pathology in humans, we analyzed specimens from 43 healthy participants, 43 patients with steatosis, 41 patients with early NASH and 53 with advanced NASH. The demographic characteristics are presented in Fig. 7a. Although the FSTL1 level did not vary by age, BMI, plasma TG level, free fatty acid (FFA) levels, or cholesterol levels, we observed a significant positive correlation between FSTL1 expression and liver pathologies (steatosis, ballooning, fibrosis, and NAS) (Fig. 7b–d). Notably, the plasma FSTL1 level was also correlated with glucose levels or HbA1c (Fig. 7e–g). Nonetheless, the Fstl1 mRNA level in liver biopsies from patients with NASH was significantly lower than that in controls (Fig. 7h, i). This, suggested that the increased plasma FSTL1 level in patients with NASH might be owing to FSTL1 secretion from other tissues, such as skeletal muscles, as shown in the present study. Consistent with the level of FSTL1 in the liver, the expression of its receptors was decreased in the liver from patients with NASH in our study as well as in other studies^41^ (Fig. 7h, i, Supplementary Fig. 11). Our data thus strongly suggested a model in which skeletal muscle IRF4 transcriptionally regulates FSTL1, and the latter is secreted in the liver to mediate liver metabolism through DIP2A/CD14, eventually affecting the pathology of NASH (Fig. 7j).

**Fig. 7:**
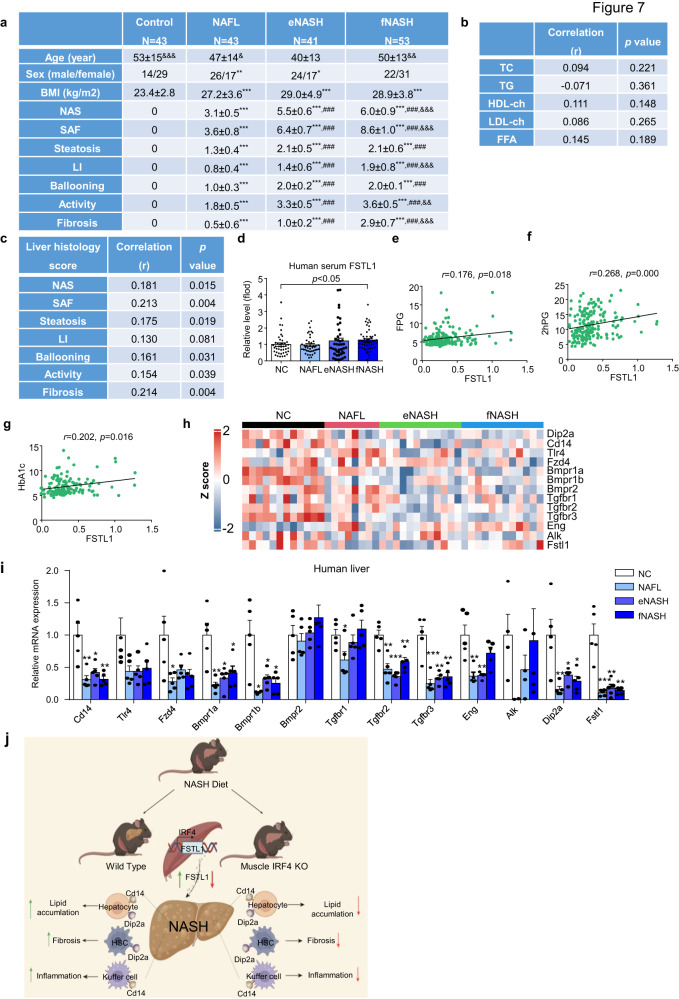
Serum FSTL1 level is associated with NASH progression in humans. **a** Clinical characteristics of subjects. **b** Associations between serum FSTL1 and serum lipid profile. **c** Associations between serum FSTL1 and liver histology score. **d** FSTL1 relative level in human serum (NC, *n* = 44 biologically independent samples; NAFL, *n* = 44 biologically independent samples; eNASH, *n* = 42 biologically independent samples; fNASH, *n* = 53 biologically independent samples). **e**–**g** Associations between serum FSTL1 and FPG, 2HPG and HbA1c. **h** Heatmap of Fstl1 and its receptors from human liver biopsy RNAseq. **i** Relative mRNA expression of FSTL1 receptors in human NASH liver (*n* = 5 biologically independent samples). **j** Working model. Figure created using BioRender.com. All results were expressed as means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, compared with the NC group; ^###^*p* < 0.001, compared with the NAFL group; ^&&^*p* < 0.01, ^&&&^*p* < 0.001, compared with the eNASH group; the One-way ANOVA followed by Bonferroni post-tests was used for statistical analysis (**a**). *p < 0.05, **p < 0.01, ***p < 0.001, compared with the NC group, the One^-^way ANOVA was used for statistical analysis. Source data are provided as a Source data file.

## Discussion

The association between the pathogenesis and natural course of NASH and skeletal muscle dysfunction has been recognized widely in recent times. Here, we showed that skeletal muscle plays a role in the progression of NASH via the IRF4-FSTL1-DIP2A/CD14 axis (Fig. 7j). Surprisingly, IRF4 expression was higher in skeletal muscles, but not in the liver tissues, in NASH models. IRF4-specific deletion in skeletal muscle alleviated steatosis, inflammation, and fibrosis in the liver. These effects were mediated by a myokine named FSTL1, which exerts its function through DIP2A and CD14 in the liver. Importantly, serum FSTL1 expression is positively correlated with NASH progression in humans. Skeletal muscles are a major reservoir for secreted FSTL1, as addressed in other studies^27^. Our findings suggest a novel pathway that plays a role in the communication between skeletal muscles and the liver, which are potential drug targets in metabolic diseases.

Of note, IRF4 was shown to play a key role in the development and function of immune cells^14,42^. We have described that IRF4 expression in fat induces catabolic effects (increased lipolysis, anti-lipogenesis, and increased M2 macrophage abundance)^15,43^, and the overexpression of IRF4 in skeletal muscle favors diet induced-obesity^20^. Recently, we addressed that F4MKO mice are obesity-resistant and exhibit enhanced energy expenditure, insulin sensitivity, and exercise capacity^19,20^. Weight loss can help alleviate lipid-induced hepatocellular injury by mobilizing fat from the liver. However, limited information is available about such phenomena in the absence of weight loss, especially with respect to alterations in hepatic fat metabolism. Here, F4MKO mice fed the NASH diet showed an improvement in hepatic injury without body weight changes. Upon further investigation, IRF4 was found to transcriptionally regulate FSTL1 expression in skeletal muscle, the latter being secreted in the liver to exert its function on liver cells.

Skeletal muscles act as endocrine organs, secreting various myokines that affect other metabolic tissues, including the liver^7^. The insufficient or excessive secretion of myokines may regulate steatosis, inflammation, or fibrosis in the liver. FSTL1 is a myokine that mediates the function of IRF4s function in the liver. The serum FSTL1 level is positively correlated with NASH in humans. rFSTL1 treatment increases lipid accumulation in hepatocytes, enhances fibrosis in HSCs, and augments inflammatory gene expression in macrophages. However, FSTL1 expression is reported to be induced by dynamic resistance exercise and promotes cardiac rehabilitation in MI rats^26^. The controversial function of FSTL1 may be attributed to the post-translational modification of FSTL1. For example, in the sequence of mouse Fstl1, three potential sites are present for N-glycosylation and two potential sites are present for O-glycosylation. Glycosylation at these sites leads to cell-type specificity^44^. The activation of various signaling pathways through different receptors is likely responsible for that: the protective role of FSTL1 in the heart is mediated *via* DIP2A in MI rats^26^. In this study, not only DIP2A but also CD14 was found to responsible for the role of FSTL1 in the liver. However, the fact that additional endogenous or exogenous factors are involved in the regulation process cannot be ignored.

In addition, the circulating levels of FSTL1 were found to be elevated in patients with various diseases, such as cardiovascular diseases^35,45,46^, and liver disease^22,41^. In line with previous findings, our findings showed that FSTL1 concentrations were increased in patients with NASH. However, the mRNA levels of Fstl1 in the liver of patients with NASH were found to be lowered in our study, which was consistent with previous findings from transcriptome sequencing experiments^41^. Collectively, our findings, combined with previous results, suggest that muscle-derived FSTL1 is involved in the regulation of NASH development. This hypothesis is further supported by the following lines of evidence from in vitro and in vivo experiments. First, FSTL1 knockdown in the liver did not affect NASH progression. Second, FSTL1 knockdown in muscle partially alleviated NASH phenotypes, indicating that muscle-derived FSTL1 plays an essential role in the development of NASH. Third, findings from in vitro studies showed that recombinant FSTL1 protein could rescue the steatosis cell phenotype. Finally, in our model, replenishing FSTL1 in muscle effectively restored the NASH phenotypes induced by the reduction of FSTL1 expression resulting from IRF4 knockout in muscle. Thus, muscle-derived FSTL1 plays a major role in the regulation of NASH. In conclusion, our findings demonstrate that IRF4 expressed in skeletal muscle plays a critical role in the pathogenesis of NASH through the FSTL1-DIP2A/CD14 pathway. Targeting this signaling pathway could serve as an attractive strategy for NASH management.

However, there are several limitations of this study. First, our study used high cholesterol content (1.25%) in the NASH diet, whether other NASH diets can obtain the same conclusion is worthy of further investigation. Second, we knockdown FSTL1 only in GAS but no other skeletal muscles, which may be not enough to mimic the effect of Mly1-cre/FSTL1. Third, we investigated the effect of FSTL1 on aggravated NASH induced by IRF4 muscle knockout mice, but the precise molecular mechanism of how FSTL1-DIP2A/CD14 pathway regulates liver metabolism need to be investigated in the future.

## Methods

### Animals

Mice were maintained under a 12-h light/12-h dark cycle at constant temperature (23 °C) and humidity (50–60%) with free access to food and water. The muscle-specific IRF4 knockout mice were generated as previous reported, detailed protocols and information regarding the establishment have been described previously^19^. All animals received humane care according to the criteria outlined in the Guide for the Care and Use of Laboratory Animals. The animal experiments abide by the ARRIVE guidelines. All animal studies were approved by the Institutional Animal Care and Use Committee of Shanghai University of Sport (102772022DW019).

### Animal experiment design

C57BL/6 mice were obtained from Gempharmatech Co., Ltd (Nanjing, China). The mice were allowed to acclimate to the living environment for 7 days prior to the start of all experiments.

#### Animal experiment design 1#

The 8-week-old Wild-type male mice (total 16), five of them were used as normal controls (con), the others were established a NASH model by feeding the mice with a high fat and high carbohydrate diet (42% kcal/fat, 42.7% kcal/carbohydrate, 15.2%/protein, 41% wt sucrose, 7.5% wt maltodextrin, 3.5% wt mineral mix) and containing 1.25% wt cholesterol (TD 120528, Teklad Custom Diet) with a high fructose-glucose solution (23.1 g/L d-fructose +18.9 g/L d-glucose), as previously described^47–49^. After 24-week of treatment, NASH mice were randomly divided into 2 groups, NASH group (NASH) and NASH combined with exercise group (NASH + Exe). NASH + Exe group mice were underwent 8 weeks of moderate intensity exercise intervention as previous reported^50^. After 8-weeks exercise treatment, livers and gastrocnemius were collected from these mice to perform histological and molecular biological analysis.

#### Animal experiment design 2#

To investigate whether ablation of IRF4 in skeletal muscle would ameliorate NASH progression, we generated skeletal muscle-specific IRF4 knockout (F4MKO) mice. The male and female Flox and F4MKO mice were established NASH model for 24-week. After the NASH modeling period, the liver tissues were collected for the examination of diet-induced NASH in Flox and F4MKO mice.

#### Animal experiment design 3#

To specifically overexpressed FSTL1 in GAS in vivo experiments, the adeno-associated virus serotype 8 (AAV8)-muscle creatine kinase (MCK) encoding full-length FSTL1 sequences (AAV-FSTL1) delivery system was established. After 24-weeks NASH modeling, AAV-MCK promoter-FSTL1 tagged with Flag, was injected to gastrocnemius. After 4-weeks AAV injection, the liver tissue samples were collected from mice to detect corresponding histological, biochemical and molecular biological analysis.

#### Animal experiment design 4#

To construct a special knockdown of FSTL1 in vivo, AAV packaged a short hairpin RNA target FSTL1 was generated with a standard molecular procedure. And injected into male NASH mice via tail vein or directly into the gastrocnemius to achieve FSTL1 knockdown in liver or gastrocnemius, respectively. After 4-weeks AAV injection, the blood and liver tissues were collected to assess the effect of FSTL1 knockdown in the liver and muscle on the progression of NASH.

#### Animal experiment design 5#

To further validate that skeletal muscle IRF4 regulates lipid metabolism, fibrosis, and inflammation via FSTL1-DIP2A/CD14 in vivo, we constructed a special knockdown of Dip2a and Cd14 in vivo as described in model 4#. And the AAV of Dip2a and Cd14 were injected into male F4MKO mice via tail vein, based on overexpressed of FSTL1 in the GAS. After recovery for 4 weeks, the blood and liver tissues were subjected to histological analysis and biochemical analysis.

### Human subjects

All subjects were from Zhongshan Hospital, Fudan University. A liver biopsy was performed according to the EASL–EASD–EASO clinical practice guidelines to evaluate the severity of liver histology^51^. NAFLD was histologically diagnosed by the presence of ≧5% hepatic steatosis; NAFL was histologically diagnosed by the presence of steatosis without ballooning or lobular inflammation; NASH was histologically diagnosed by the joint presence of steatosis, ballooning, and lobular inflammation^51^. The NAFLD activity score (NAS) and the steatosis, activity, and fibrosis score (SAF) were used to quantify the severity of liver steatosis, ballooning, inflammation, and fibrosis based on liver histology^52,53^. NASH with fibrosis score <2 was defined as early NASH (eNASH) and NASH with fibrosis score ≧2 was defined as fibrotic NASH (fNASH)^51^. The competing etiologies (chronic viral hepatitis, hypothyroidism, excessive alcohol consumption, drugs leading to steatosis) of steatosis were ruled out based on laboratory examination and liver histology. Subjects with (1) age <17 years old; (2) type 1 diabetes mellitus (T1DM), gestational diabetes, and other specific types of diabetes; (3) acute complications of diabetes; (4) severe renal disease or abnormal renal function (Cr≧115 µmol/L); or (5) history of malignant tumor, severe mental illness, or parenteral nutrition were excluded.

Finally, a total of 180 adult subjects (43 control, 43 NAFL, 41 eNASH, and 53 fNASH subjects) were included in this study. All subjects underwent routine physical measurements, blood biochemical tests, and medical history records as previously described^54^. All protocols were performed in accordance with the Declaration of Helsinki of 1975 and approved by the ethics committee of the Zhongshan Hospital, Fudan University, and each subject provided written informed consent.

### Liver histology

Liver tissues were fixed in a 4% paraformaldehyde solution for 24 h, embedded in paraffin. Hematoxylin-eosin (H&E) (hematoxylin, E607317-0500; eosin, E607321-0100, Sangon Biotech, Shanghai, China) staining was performed on paraffin-embedded tissues to visualize the pattern of lipid accumulation. Oil Red O (E607319-0010; Sangon Biotech, Shanghai, China) staining was performed on optimal cutting temperature (OCT) compound (4583, Sakura, Torrance, CA)-embedded frozen liver sections to visualize lipid droplet accumulation. Sirius red (PH1098; Scientific Phygene, Beijing, China) staining was performed to detect liver fibrosis with standard techniques. F4/80 (Proteintech) staining was performed to detect liver lobule inflammation. Moreover, to characterize the hepatocytes lipid accumulation, bodipy (Sigma) immunofluorescence of primary hepatocytes, HepG2, and AML12 cells was performed. Histological features were observed and captured with a light microscope (OLYMPUS DP80, Olympus, Tokyo, Japan).

### Cell lines, culture conditions, and transfection

Human HEK 293T cells, human HepG2 cells, Rat HSC-T6 cells and mouse RAW264.7 macrophage cells were cultured in DMEM/H (Gibco) with 10% fetal bovine serum (FBS, Gibco), 2 mM L-glutamine (Gibco), and 1% penicillin-streptomycin (P/S, Gibco), in a 5% CO_2_ atmosphere at 37 °C. Mouse AML12 were grown in DMEM/F12 with 10% FBS, 1% P/S, and 1% ITS Liquid Media Supplement (Gibco, 51300044) in a 5% CO_2_ atmosphere at 37 °C. Polyethylenimine (PolySciences, 23966) was used for transfecting according to the instructions of manufacturer.

### Isolation of primary hepatocytes

Primary hepatocytes were isolated by the collagenase perfusion method as described previously^55^. The isolated hepatocytes were enriched by Percoll gradient centrifugation. Then cultured in William’s E Medium containing 10% FBS and antibiotics on collagen-coated plates. After overnight incubation (16 h), the culture medium was refreshed.

### Protein extraction and western blot analysis

Proteins were extracted with RIPA buffer (Beyotime Biotechnology, China)) containing protease and phosphatase inhibitors (Beyotime Biotechnology, China)) and were quantified using Rapid BCA Protein Assay Kit (Thermo Fisher, USA) according to the manufacturer’s instructions. Western blot analysis was performed as previously described^19^. Briefly, 40 μg lysate was loaded onto SDS-PAGE gels, blotted onto polyvinylidene difluoride (PVDF) membranes (Millipore, USA), and incubated with antibodies. The primary antibodies used in this work including anti-IRF4 (Proteintech, 11247-2-AP, dilution 1:1000), anti-FSTL1 (Abcam, ab71548, dilution 1:1000), anti-β-Tubulin (Abclonal, AC008, dilution 1:5000), anti-GAPDH (Abways, AB0037, dilution 1:5000), anti-flag (Abclonal, AE005, dilution 1:2000).

### Analysis of gene expression by quantitative real-time PCR

TRIzol method (Thermo Fisher) was used to extract total RNA from tissues and cells according to the manufacturer’s instructions. Briefly, 1 μg RNA was converted into cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher), and QPCR was performed with a QuantStudio™ 7 Flex Real-Time PCR System (Thermo Fisher) using SYBR Green PCR Master Mix (Accurate Biology) according to the manufacturer’s instructions. Tbp or18s was used as the endogenous control.

### Plasmids construction

Encoding small hairpin RNA targeting FSTL1 receptor, was constructed by inserting small hairpin RNA sequence into the AgeI/EcoRI site of pLKO.1-puro (Addgene), detailed shRNA sequences are shown in Supplementary Table 1.

### AAV-FSTL1 production, purification, and injection

AAV8-MCK promoter-FSTL1 was produced and purified by OBiO Technology. For FSTL1 expression experiment in vivo, a dose of 1.3 × 10^11^ GC of AAV-FSTL1 was injected into the gastrocnemius muscle of MKO mice and a same dose of AAV-GFP was injected into the gastrocnemius muscle of MKO and control mice on 12-week NASH diet. The mice were sacrificed after 4 weeks of virus injection.

### Dual-luciferase reporter assays

The pGL3-FSTL1-promoter (−1525/ + 76) reporter plasmid was constructed by amplifying PCR products from C57BL/6J mouse genomic DNA and inserting it into the XhoI/HindIII site of the luciferase reporter vector pGL3-Vector (Promega) by using the following primers: GAACCTCGAGCTCTTAGCTTCAGGCTAT (F) and GAACAAGCTTAGGACACTGGGCAGGGT (R). The pGL3-FSTL1-promoter (−1122/ + 76) reporter plasmid was constructed by amplifying PCR products from The pGL3-FSTL1-promoter (−1525/ + 76) reporter plasmid and inserting it into the XhoI/HindIIIsite of the luciferase reporter vector pGL3-Vector (Promega) by using the following primers: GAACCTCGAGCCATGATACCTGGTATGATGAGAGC (F for −1122/ + 76) and GAACAAGCTTAGGACACTGGGCAGGGT (R for −1122/ + 76). The mutant reporter plasmids were constructed by amplifying the pGL3-FSTL1-promoter (−1525/ + 76) reporter plasmid by using the following primers: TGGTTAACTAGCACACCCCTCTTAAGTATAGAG (F for −1492/−1477 mutant reporter plasmid) and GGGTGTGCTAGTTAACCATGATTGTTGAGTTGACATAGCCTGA (R for −1492/−1477 mutant reporter plasmid); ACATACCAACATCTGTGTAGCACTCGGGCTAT (F for −1254/−1232 mutant reporter plasmid) and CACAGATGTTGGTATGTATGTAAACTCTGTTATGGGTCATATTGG (R for −1254/−1232 mutant reporter plasmid); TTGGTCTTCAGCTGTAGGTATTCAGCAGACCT (F for −1195/−1180 mutant reporter plasmid) and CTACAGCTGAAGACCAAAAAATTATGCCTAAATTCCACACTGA (R for −1195/−1180 mutant reporter plasmid). HEK293T cells were cultured in 24-well plates and co-transfected with pCDH-IRF4 plasmid, luciferase reporter plasmid, and pRL-TK (control reporter) by using ProFection Mammalian Transfection System (Promega) according to the manufacturer’s instructions. After 48 h, cells were harvested and measured using the Dual-Luciferase Reporter assay system (Promega) according to the manufacturer’s instructions. Luciferase activity was normalized to Renilla luciferase activity (control reporter).

### Chromatin immunoprecipitation (ChIP)-qPCR assay

We performed the ChIP assay using the Sonication chip Kit (ABclonal, China), according to the manufacturer’s instructions. In brief, we fixed 2 × 10^6^ C2C12 cells in 1% formaldehyde for 10 min at ambient temperature. The fixed cells were harvested, lysed, and sonicated for 66 cycles of 20 s ON/40 s OFF and 80% AMPL using Qsonica Q800R3 (Qsonica, USA). Antibodies against IRF4 (Cell Signaling Technology, USA) and mouse IgG (ABclonal, China) were used for immunoprecipitation. PCR amplification of the precipitated DNA was performed. The primer sequences were used for the ChIP assay as followed: ① forward primer, TCAAAACTAACTAGCACACCC, reverse primer, TACACAAGCAGGTTTTCCAA. ② forward primer, TTTTGTTTCCATCTGTGTAGC, reverse primer, CTTAGTTTATCGTCTACCGAG. ③ forward primer, TGAAACCTTCAGCTGTAGGT, reverse primer, CTTCTCTTCACCTTCTTTGC.

### Co-culture assay

To simulate the in vivo environment of NASH mice, HSC-T6 cells were induced fibrosis by 10 ng/ml TGF-β (MCE, China) factor^56^. AML12 cells and macrophage were induced lipid accumulation and inflammation by 200 nM palmitic acid (Sigma)^57^. The optimum concentration of rFSTL1 protein (MCE, China) was explored according to different cell lines. Packaging constructed shRNA of FSTL1 receptor into lentivirus. HSC-T6, AML12 and macrophage cells were first infected with lentivirus for 48 h, then induced with TGF-β or palmitic acid for 24 h, then co-cultured with gastrocnemius from Flox and MKO mice with/without rFSTL1 protein for 24 h. Finally, the cells were harvested for indicated experiments.

### Total RNA extraction, library construction, and sequencing

Three liver tissue samples of each group for RNA sequencing were collected. Total RNA was isolated using the Trizol method according to manufacturer’s instructions. RNA quality was measured using the Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit; Agilent Technologies, Santa Clara, CA, USA). cDNA libraries for each sample were constructed as reported previously. Libraries were sequenced on BGIseq500 platform (BGI-Shenzhen, China), using 150 bp paired-end reads aimed at 30 million reads per sample. The raw sequencing data was filtered with trim-galore (v0.6.7) by removing reads containing sequencing adapter and reads with low-quality base. The clean reads were mapped to the reference genome (mm10) using Hisat2 (2.2.1). Quantification of gene expression was calculated using FeatureCounts (v2.0.1), converted to transcripts per million (TPM) using the R software. 

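The deposited values are whole-number counts per gene rather than TPM, and TPM were not used here. The table lists 24008 genes by symbol, each with at least 1 count in at least 1 library. Of these symbols, 21952 matched current RefSeq names of GRCm38 and a further 704 matched synonyms. Another 25 symbols had been turned into dates, and 4 entries shared a symbol with another entry. The 10 genes with the most counts took between 18.6% and 22.1% of a library, and mitochondrially encoded protein-coding genes took between 5.53% and 7.02%.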

We conducted a differential gene expression analysis comparing F4MKO versus control and overexpression of FSTL1 in F4MKO (F4MKO + FSTL1) versus F4MKO. 

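In F4MKO compared with Flox livers (n = 3 mice per group), 39 of the 14379 genes tested were differentially expressed, 29 higher and 10 lower (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fold change above 1.5). The smallest adjusted p was 0.0351, and 2424 genes had an unadjusted p under 0.05. The alternative that moved this count most was edgeR without a filter on low counts, with 478 genes, and DESeq2 gave 338. All of the 39 genes were among them each time. With only the 6 libraries of both groups there were 11, and in the test against a fold change of 1.5 there were 0, with 483 genes at an unadjusted p under 0.05. Leaving out 1 library gave 0 to 100, with 1426 to 2873 genes at an unadjusted p under 0.05. In F4MKO + FSTL1 compared with F4MKO livers (n = 3 mice per group), 2070 genes were differentially expressed, 461 higher and 1609 lower. With the replicate number as a block there were 2170, with 493 higher and 1677 lower, where same-numbered libraries had a mean correlation of deviations of 0.169. The normalized counts of the groups did not overlap for 39.0% of all tested genes in this comparison and for 21.8% in the first, where chance gives 10% with 3 mice against 3. All of the 39 genes of the first comparison were also differentially expressed in the second, in the opposite direction. Of the 2070 genes of the second comparison, 98.9% had a log2 fold change of the opposite sign in the first, and the Flox mean lay between the means of the other groups for 97.2%. Across all genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson r of -0.82, and both comparisons use the same F4MKO libraries. Sharing these libraries favours opposite signs, and no value without a change was computed for the 98.9% or the 97.2%.

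**Figure D2:**
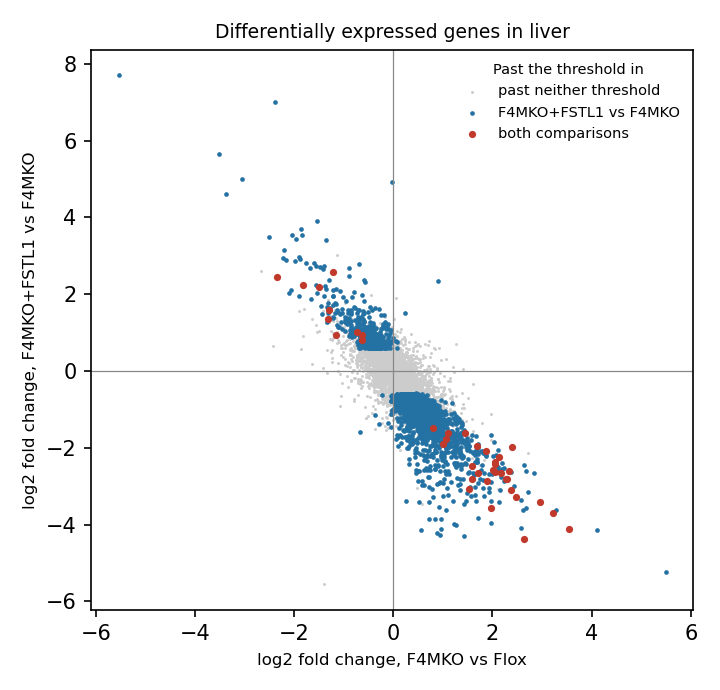
Log2 fold change of each of the 14379 tested genes in F4MKO compared with Flox livers (horizontal axis) and in F4MKO + FSTL1 compared with F4MKO livers (vertical axis). The 39 genes past the threshold in both comparisons (red) lie in the upper left and lower right quadrants, among the 2070 past it in the second (blue and red).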

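Among the differentially expressed genes without overlap between groups, Mmp7 rose most in F4MKO compared with Flox livers. Mmp7, which encodes a matrix metalloproteinase, lies on chromosome 9 of GRCm38 from 7692090 to 7699585. It had 6.84 ± 3.53 CPM (SD, n = 3) in F4MKO, 0.578 ± 0.450 CPM (SD, n = 3) in Flox and 0.394 ± 0.216 CPM (SD, n = 3) in F4MKO + FSTL1 livers. Its log2 fold change was 3.54 in F4MKO compared with Flox (standard error 0.52, adjusted p = 0.0351 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.11 in F4MKO + FSTL1 compared with F4MKO (standard error 0.57, adjusted p = 0.00152 from the same test). Next came Xlr3a (log2 fold change 3.21), Sprr1a (2.96), Sybu (2.64) and Gipc2 (2.47). The largest falls in F4MKO compared with Flox livers were those of Slc2a5 (log2 fold change -2.33), Gm3734 (-1.81), Slc22a28 (-1.49), Tiam2 (-1.31) and AW549542 (-1.29). None of these 10 genes passed the threshold in every fit that left out 1 library. Among the largest rises in F4MKO + FSTL1 compared with F4MKO livers were those of Cfd (log2 fold change 7.02), Hsd3b5 (5.64), Mup7 (5.00) and Gm31121 (4.93). The size of these rises depended on single libraries. In fits that left out 1 library they ran from 6.35 to 7.55, 5.08 to 7.98, 4.44 to 5.62 and 4.18 to 7.29. Nat8f7, with 0 counts in every F4MKO library and between 14 and 33 counts in the F4MKO + FSTL1 libraries, was at least 9.52-fold higher. Mup7 had 4879 ± 1116 CPM (SD, n = 3) in F4MKO + FSTL1 livers and 152 ± 130 CPM (SD, n = 3) in F4MKO livers. Xlr3a, Slc22a28, Nat8f7 and Mup7 belong to families of similar genes, whose reads the counting could have split. Among the largest falls were those of Nipal1 (log2 fold change -4.29), Hmmr (-4.26) and Cdkn3 (-4.23). Sybu, with 2 counts or fewer in the F4MKO + FSTL1 libraries, was at least 9.93-fold lower. Bub1, with 3 counts or fewer in the F4MKO + FSTL1 libraries, was at least 6.55-fold lower.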

Subsequently, differential expression analysis between groups was conducted using the DESeq2(1.3.40) with adjust *P* value < 0.05 and |FC| > 1.5. We used the obtained log2FC to perform a gene-set enrichment analysis to detect pathways enriched with profiling genes.

### Human serum proteomics

A total of 180 human serum samples (43 control, 43 NAFL, 41 eNASH, and 53 fNASH subjects) were used to perform proteomics analysis as previously described^58^. Human serum samples used for protein extraction were first removed the top 14 highest abundance proteins using an immunodepleting kit (Thermo Fisher) according to the manufacturer’s instructions. The depleted serum was digested by trypsin at an enzyme to protein mass ratio of 1:25 overnight at 37 °C, and the peptides were then extracted and dried.

Samples were measured using LC-MS instrumentation consisting of an EASY- nLC 1200 ultra-high-pressure system (Thermo Fisher Scientific) coupled via a nano-electrospray ion source (Thermo Fisher Scientific) to a Fusion Lumos Orbitrap (Thermo Fisher Scientific). The peptides were dissolved with 12 μl loading buffer (0.1% formic acid in water), and 5 μl was loaded onto a 100 μm I.D. × 2.5 cm, C18 trap column at a maximum pressure 280 bar with 14 μl solvent A (0.1% formic acid in water). Peptides were separated on 150 μm I.D. × 15 cm column (C18, 1.9 lm, 120 #A, Dr. Maisch GmbH) with a linear 15–30% Mobile Phase B (ACN and 0.1% formic acid) at 600 nl/min for 75 min. The MS analysis was performed in a data-independent manner (DIA). The DIA method consisted of MS1 scan from 300–1400 *m*/*z* at 60k resolution (AGC target 4e5 or 50 ms). Then, 30 DIA segments were acquired at 15k resolution with an AGC target 5e4 or 22 ms for maximal injection time. The setting “inject ions for all available parallelizable time” was enabled. HCD fragmentation was set to normalized collision energy of 30%. The spectra were recorded in profile mode. The default charge state for the MS2 was set to 3.

The DIA data were searched against UniProt human protein database (updated on 2019.12.17, 20,406 entries) using FragPipe (v12.1) with MSFragger (2.2). The mass tolerances were 20 ppm for precursor and 50 mmu for product ions. Up to two missed cleavages were allowed. The search engine set cysteine carbamidomethylation as a fixed modification and N-acetylation and oxidation of methionine as variable modifications. Precursor ion score charges were limited to +2, +3, and +4. The data were also searched against a decoy database so that protein identifications were accepted at a false discovery rate (FDR) of 1%. The results of DIA data were combined into spectra libraries using SpectraST software. DIA data was analyzed using DIA-NN (v1.7.0). The default settings were used for DIA-NN (Precursor FDR: 5%, Log lev: 1, Mass accuracy: 20 ppm, MS1 accuracy: 10 ppm, Scan window: 30, Implicit protein group: genes, Quantification strategy: robust LC (high accuracy)). Quantification of identified peptides was calculated as the average of chromatographic fragment ion peak areas across all reference spectra libraries. Label-free protein quantifications were calculated using a label-free, intensity-based absolute quantification (iBAQ) approach. We calculated the peak area values as parts of corresponding proteins. The fraction of total (FOT) was used to represent the normalized abundance of a particular protein across samples. FOT was defined as a protein’s iBAQ divided by the total iBAQ of all identified proteins within a sample. The FOT values were multiplied by 10^5^ for the ease of presentation and missing values were imputed with 10^−^^5^.

### Mouse serum proteomics

Mouse blood samples were obtained from the orbital vein and collected into commercial anticoagulation tubes containing tri-potassium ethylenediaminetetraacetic acid. Immediately after collection, the samples were centrifuged at 3000 × *g* for 15 min at +4 °C to separate the serum. The supernatant was then frozen at −80 °C before LC-MS analysis.

To prepare the samples for LC-MS/MS analysis, the 14 most abundant serum proteins were removed from each sample using commercial depletion kits (High Select™ Depletion Spin Columns, Thermo Fisher Scientific), following the manufacturer’s instructions. After the depletion process, the proteins were denatured, reduced, alkylated, digested into peptides, and desalted using the C-18 column. Then the samples were analyzed using LC-MS/MS equipment, which was conducted as previously described^59^. The MS spectra were acquired using a Data-Independent Acquisition (DIA) method. The DIA-MS method involved a preliminary MS1 scan covering the mass range of 300 to 1400 *m*/*z* (with an AGC target of 4 × 10^5^ and a maximum injection time of 50 ms) at a resolution of 60,000. Subsequently, 30 DIA segments were employed, each covering a specific mass range. These segments were scanned with an AGC target of 5 × 10^4^ and a maximum injection time of 22 ms, at a resolution of 15,000. Peptide identification and protein quantification was performed according to the standard workflow in Skyline (https://skyline.ms/_webdav/home/software/Skyline/@files/tutorials). 6 raw files’ reports were produced by Skyline DIA analysis and were merged to create an integrated expression matrix. This matrix includes the expression levels of each individual protein, utilizing all identified distinct peptides for protein quantification. The peptide and protein detection Q value was set at 5%. Proteome qualification was conducted using the iBAQ algorithm^60^, and the resulting values were normalized to the fraction of the total (FOT). FOT is defined as the ratio of a protein’s iBAQ to the total iBAQ of all identified proteins within a given sample, representing the normalized abundance of a specific protein across all samples. Any missing values were replaced with the 1/5 of minimal value.

### Quantification and statistical analysis

A two-tailed Student t test was performed for comparison of two groups. Two-way ANOVA followed by Bonferroni post-tests were performed for intergroup comparisons. All data except human clinical data were presented as mean ± standard error of mean (SEM).

Clinical data are shown as the mean ± standard deviation (SD). One-way ANOVA or the Kruskal–Wallis test was used for intergroup comparisons of continuous data, and the chi-squared test was used for comparisons of categorical variables. The Spearman’s rank correlation coefficient was calculated for nonnormally distributed data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting the findings of this study are available in the article and its Supplementary information. Source data are provided as Source data file. All data supporting the findings of this study are available in the Source data file. RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) with accession codes: GSE216378. The proteomics data have been deposited in the PRIDE under accession number: PXD045324. Source data are provided with this paper.

# Supplementary material for: Metabolic crosstalk between skeletal muscle cells and liver through IRF4-FSTL1 in nonalcoholic steatohepatitis
**Source:** Nat Commun. 2023 Sep 28;14:6047. doi: 10.1038/s41467-023-41832-3
**Supplement:** Supplementary file 1 — Supplementary Information

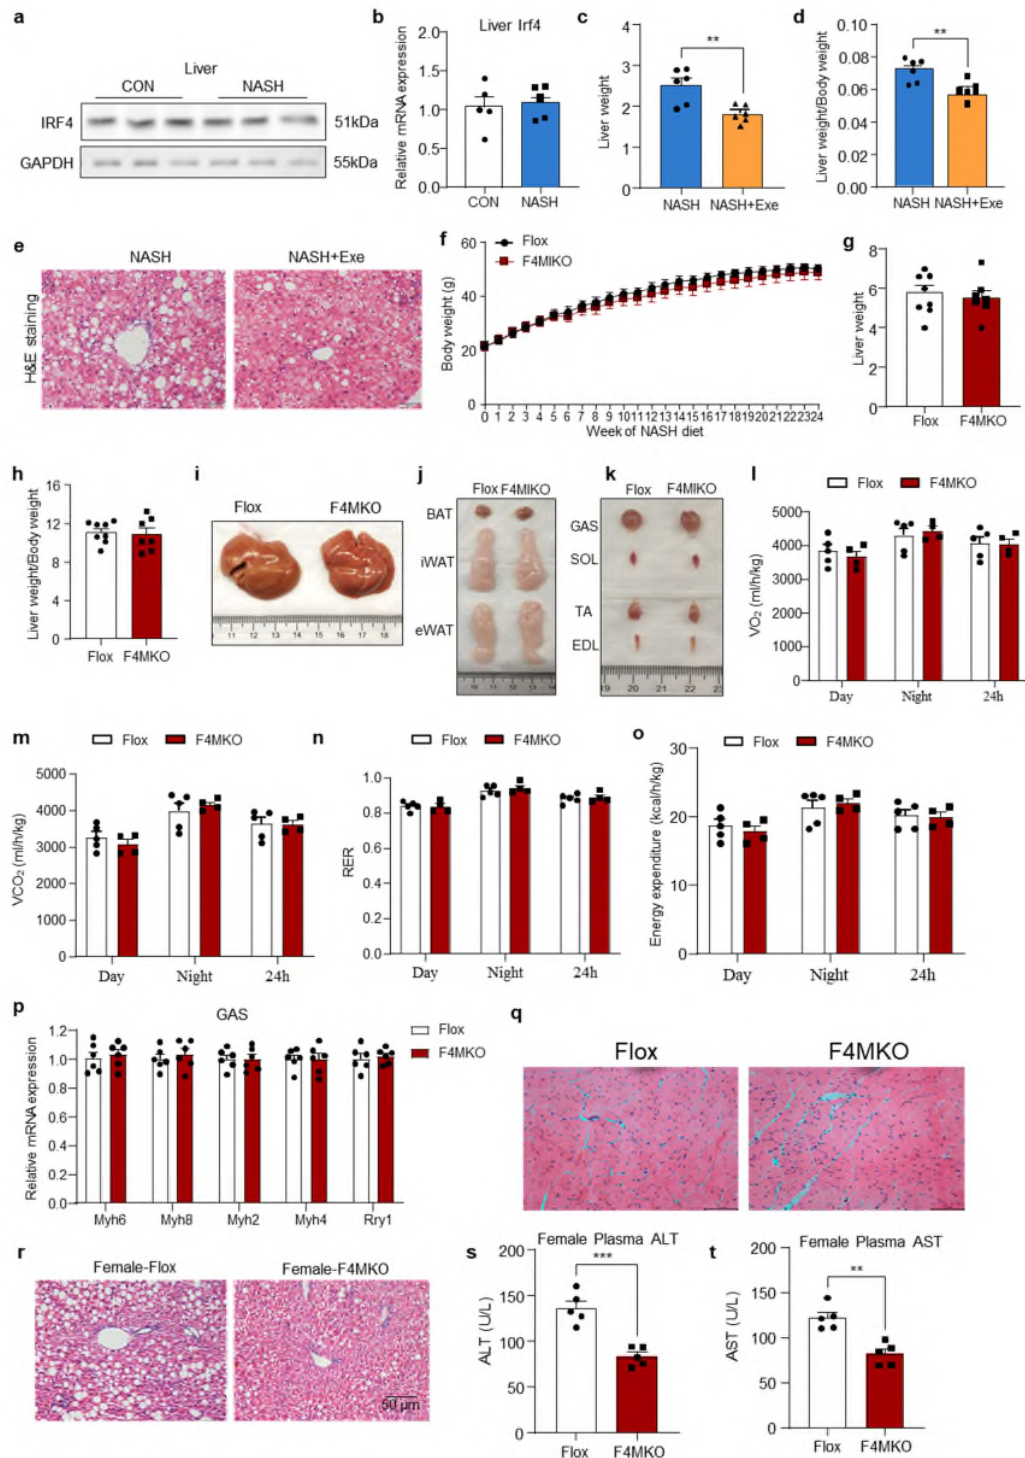

**Supplementary Figure 1.** IRF4 expression has no alteration in liver of NASH. (**a** and **b**) Western blot (n=3 biologically independent animals) and QPCR (CON, n=5 biologically independent animals; NASH, n=6 biologically independent animals) analysis of the expression of IRF4 in liver of control (CON) and NASH mice. (**c** and **d**) The weight and ratio of liver of NASH and NASH+Exe mice (n=6 biologically independent animals). (**e**) H&E staining of liver in NASH and NASH+Exe mice (n=3 biologically independent animals).

Scale bars, 50  $\mu$ m). (f) The body weight of Flox and F4MKO mice on 24-weeks NASH diet. (g and h) The weight and ratio of liver of Flox and F4MKO mice on 24-weeks NASH diet (Flox, n=8 biologically independent animals; F4MKO, n=7 biologically independent animals). (i-k) The images of different liver, fat and skeletal muscle of Flox and F4MKO mice on 24-weeks NASH diet. (l-o) The O<sub>2</sub> consumption, CO<sub>2</sub> production, respiratory exchange ratio, and energy expenditure of male Flox and F4MKO mice on 24-weeks NASH diet (Flox, n=5 biologically independent animals; F4MKO, n=4 biologically independent animals). (p) Relative mRNA expression of marker gene of muscle fiber type in male Flox and F4MKO mice on 24-weeks NASH diet (n=6 biologically independent animals). (q) H&E staining of gastrocnemius in male Flox and F4MKO mice on 24-weeks NASH diet (n=3 biologically independent animals. Scale bars, 100  $\mu$ m). (r) H&E staining of liver in female Flox and F4MKO mice (n=3 biologically independent animals. Scale bars, 50  $\mu$ m). (s and t) Serum ALT and AST levels in female Flox and F4MKO mice on 24-weeks NASH diet (n=5 biologically independent animals). All results were shown as mean  $\pm$  SEM, \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. A two-tailed Student t test was used for statistical analysis. Source data are provided as a Source Data file.

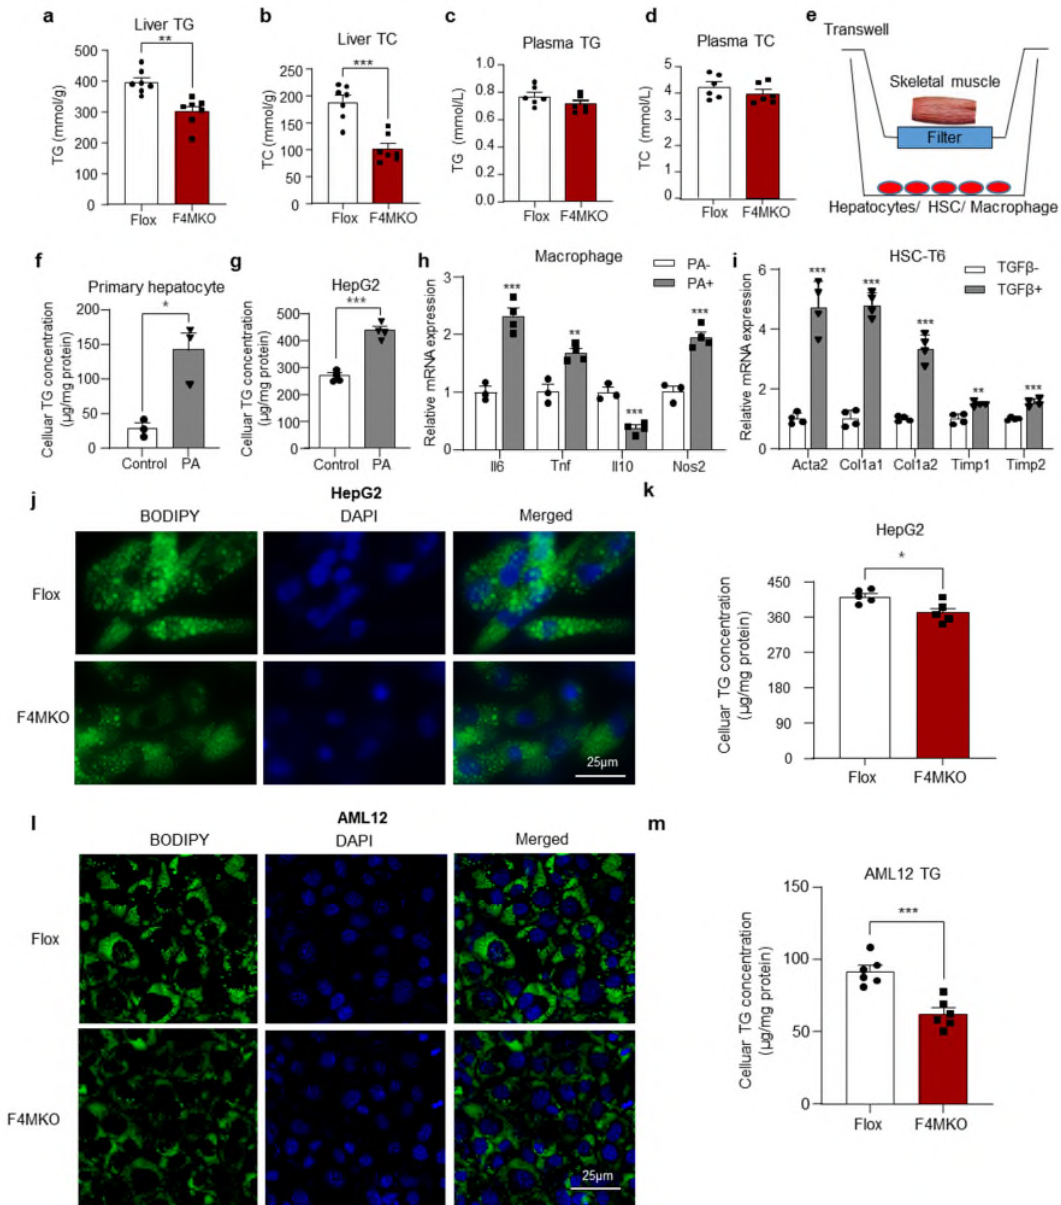

**Supplementary Figure 2.** Generation of in vitro cell models to mimic NASH in vivo. (**a** and **b**) Liver TG and TC in male Flox and F4MKO mice on NASH diet (n=7 biologically independent animals). (**c** and **d**) Plasma TG and TC in male Flox and F4MKO mice on NASH diet (n=6 biologically independent animals). (**e**) The model of co-culture. (**f**) Cellular TG level of primary hepatocytes (n=3 biologically independent cells). (**g**) TG level of HepG2 cells (n=4 biologically independent cells). (**h**) Relative mRNA expression of inflammatory genes of macrophages treated with 200 μM PA (PA-, n=3 biologically independent cells; PA+, n=4 biologically independent cells). (**i**) Relative mRNA expression of fibrosis genes of HSC-T6 cells treated with 10ng/ml rTGFβ (n=4 biologically independent cells). (**j** and **l**) Immunofluorescence of HepG2 and AML12 cells co-cultured with gastrocnemius from Flox and F4MKO mice (n=3 biologically independent cells). HepG2 and AML12 cells treated with 200 μM PA were co-cultured with gastrocnemius from Flox and F4MKO mice for 24 h.

(k) Cellular TG level of HepG2 cells from j (n=5 biologically independent cells). (**k** and **m**) Cellular TG level of AML12 cells from l (n=6 biologically independent cells). All results were shown as mean  $\pm$  SEM, \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. A two-tailed Student t test was used for statistical analysis. Source data are provided as a Source Data file.

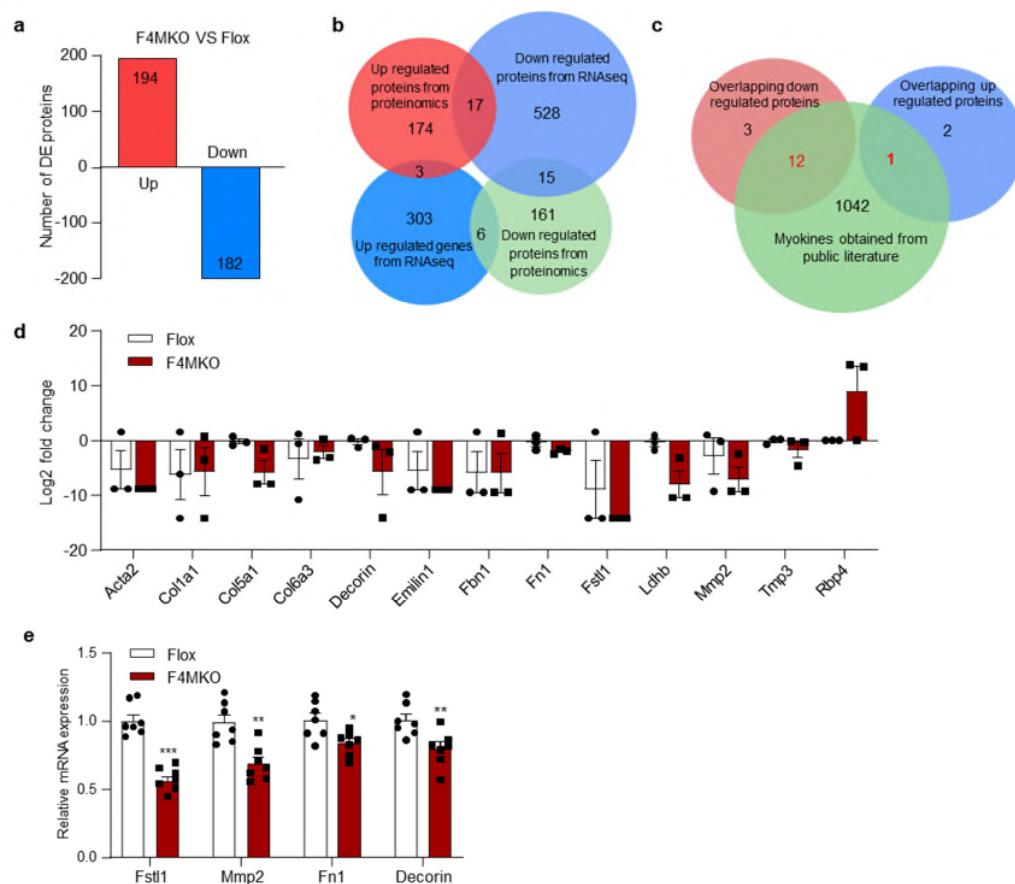

**Supplementary Figure 3.** Screening myokines responsible for IRF4-mediated NASH progression. **(a)** Proteomics showing differently expressed protein numbers between the serum of Flox and F4MKO mice fed with 24-weeks NASH diet (n=3 biologically independent animals). **(b)** Overlap of differently expressed proteins from proteomics and differently expressed genes from RNAseq data. (upregulated and downregulated proteins from proteomics were shown in red and green respectively; upregulated and downregulated genes from RNAseq data were shown in bright blue and light blue respectively). **(c)** Overlap of different expressed proteins and myokines obtained from public literatures (upregulated and downregulated proteins from proteomics were shown in red and blue respectively; myokines obtained from public literatures were shown green). **(d)** Relative level of differently expressed myokines from proteomic data (relative to Flox group). **(e)** Differently expressed genes encoding myokines in the NASH muscle of Flox and F4MKO mice validated by QPCR (n=7 biologically independent animals). All results were shown as mean  $\pm$  SEM, \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. A two-tailed Student t test was used for statistical analysis. Source data are provided as a Source Data file.

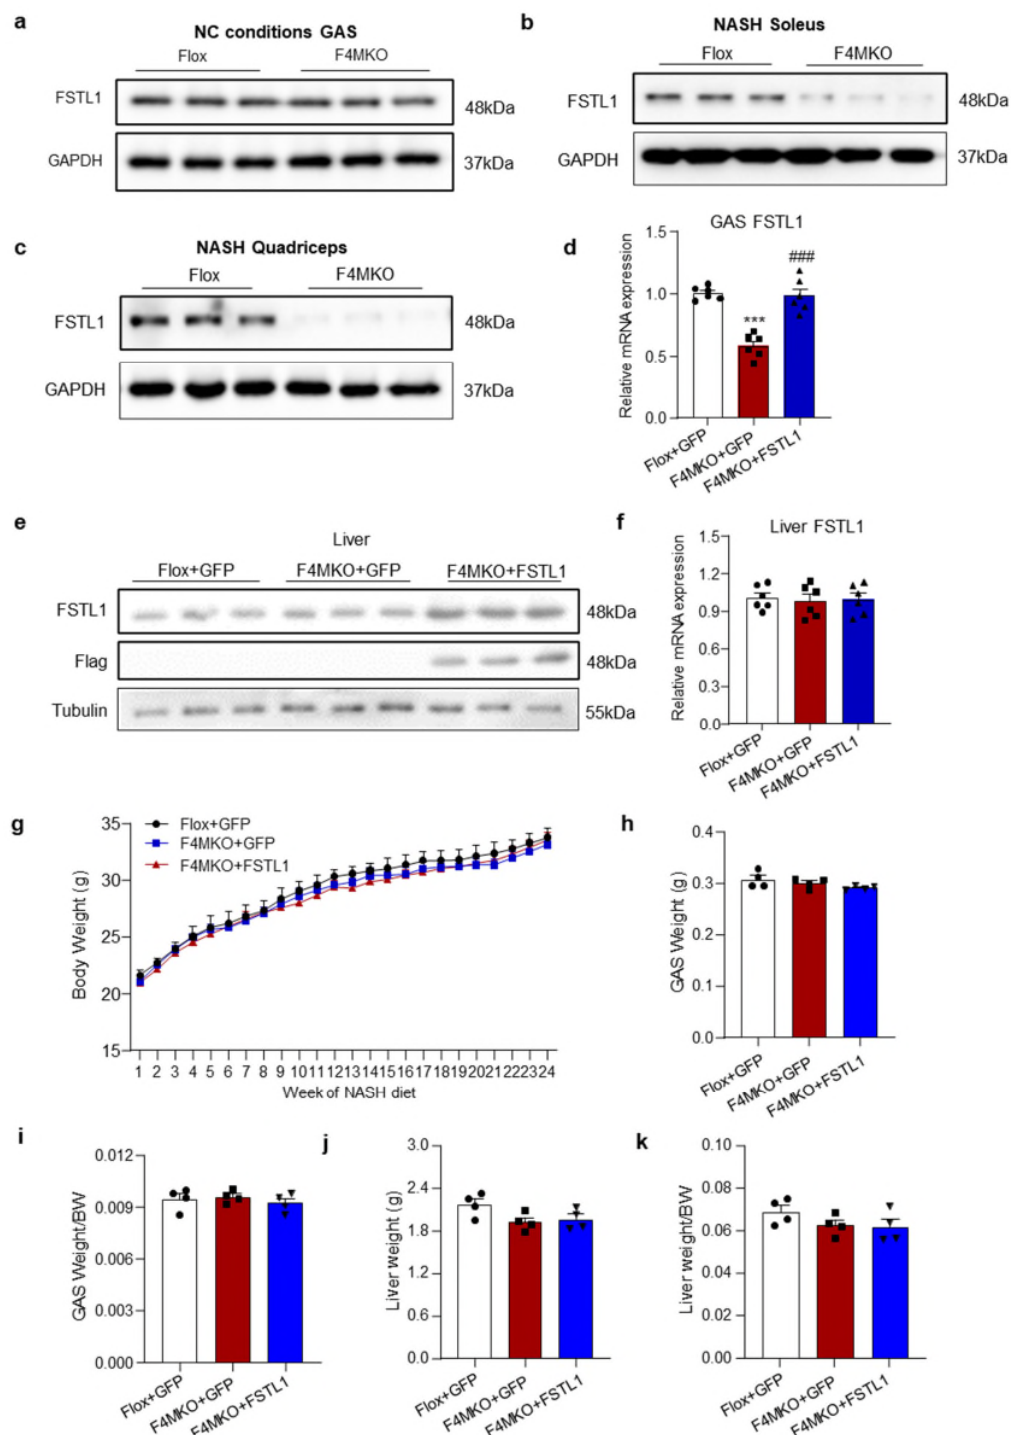

**Supplementary Figure 4.** FSTL1 derived from skeletal muscle is responsible for IRF4-mediated NASH progression. **(a)** Western blot analysis of the expression of FSTL1 in gastrocnemius from Flox and F4MKO mice under normal chow diet condition (n=3 biologically independent animals). **(b)** and **(c)** Western blot analysis of the expression of FSTL1 in soleus and quadriceps from Flox and F4MKO mice on 24-weeks NASH diet (n=3 biologically independent animals). **(d)** Relative mRNA expression of FSTL1 in GAS of

Flox+GFP, F4MKO+GFP, and F4MKO+FSTL1 mice on 24-weeks NASH diet (n=6 biologically independent animals). **(e)** Western blot analysis of the expression of FSTL1-FLAG in liver of Flox+GFP, F4MKO+GFP, and F4MKO+FSTL1 mice on 24-weeks NASH diet (n=3 biologically independent animals). **(f)** QPCR analysis of the expression of FSTL1 in the liver of Flox+GFP, F4MKO+GFP, and F4MKO+FSTL1 mice on 24-weeks NASH diet (n=6 biologically independent animals). **(g)** The body weight of Flox+GFP, F4MKO+GFP, and F4MKO+FSTL1 mice on NASH diet (n=4 biologically independent animals). **(h and i)** The weight and ratio of liver on NASH diet (n=4 biologically independent animals). **(j and k)** The weight and ratio of GAS on NASH diet (n=4 biologically independent animals). All results were shown as means  $\pm$  SEM. \*\*\* $p < 0.001$ , compared with Flox+GFP group; ### $p < 0.001$ , compared with F4MKO+GFP group. The One-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source Data file.

biologically independent animals. Scale bars, 50  $\mu$ m). (i-k) Plasma TG, ALT, and AST in NASH+GFP and NASH+LFSTL1-KD mice (n=4 biologically independent animals). All results were shown as mean  $\pm$  SEM. A two-tailed Student t test was used for statistical analysis. Source data are provided as a Source Data file.

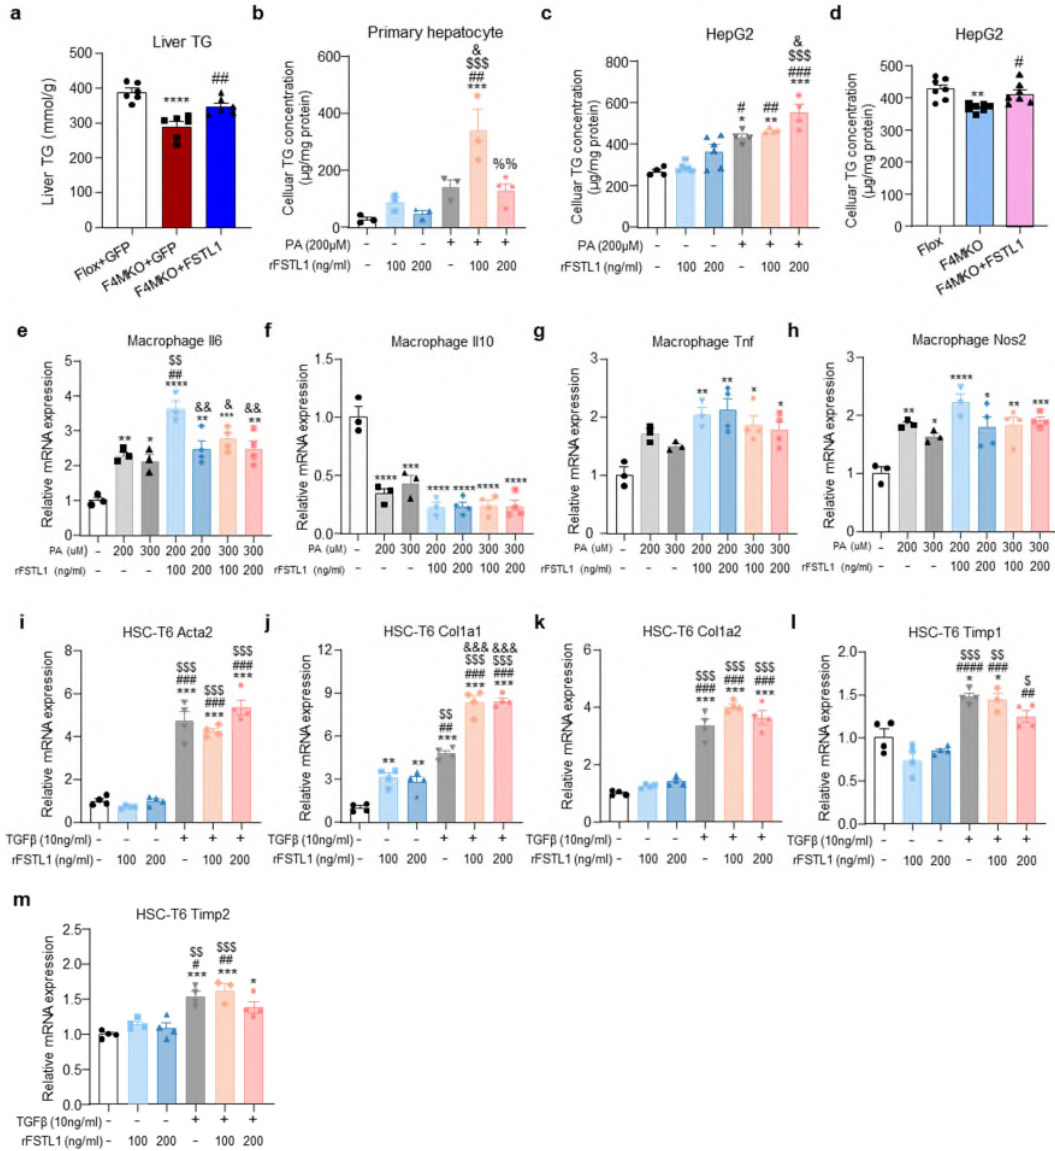

**Supplementary Figure 6.** Obtaining the optimal working concentration of rFSTL1 on different cell types. **(a)** Liver TG in Flox+GFP, F4MKO+GFP and F4MKO+FSTL1 mice on NASH diet (n=6 biologically independent animals). **(b)** Cellular TG of primary hepatocytes treated with/without rFSTL1. **(c)** Cellular TG HepG2 cells treated with/without rFSTL1. **(d)** Cellular TG level of HepG2 cells co-cultured with GAS from Flox or F4MKO mice (n=7 biologically independent cells). HepG2 cells, treated with 25 mM glucose and 200 μM PA, were co-cultured with GAS from Flox or F4MKO mice for 48 h. Then HepG2 cells were co-cultured with GAS from Flox and F4MKO mice for 48 h and treated with or without 200 ng/ml rFSTL1. **(e-h)** Relative mRNA expression of inflammatory genes in macrophages treated with/without rFSTL1. **(i-m)** Relative mRNA expression of fibrosis genes in HSC-T6 cells treated with/without rFSTL1. All results were shown as mean ± SEM. \*\*\**p*<0.001, compared with the Flox+GFP group; #*p*<0.05, compared with the F4MKO+GFP (a). \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, compared with the PA<sup>-</sup> rFSTL1<sup>-</sup> group; #*p*<0.05, ##*p*<0.01, ###*p*<0.001, compared with the PA<sup>-</sup> rFSTL1 100 group; \$\$*p*<0.01, \$\$\$*p*<0.001, compared with the PA<sup>-</sup>

rFSTL1 200 group;  $^{\&}p<0.05$ ,  $^{\&\&}p<0.001$ , compared with the PA<sup>+</sup> rFSTL1<sup>-</sup> group;  $^{%%}p<0.01$ , compared with the PA<sup>+</sup> rFSTL1 100 group (b,c and e-h).  $^{**}p<0.01$ , compared with the Flox group;  $^{\#}p<0.05$ , compared with the F4MKO (d).  $^{*}p<0.05$ ,  $^{**}p<0.01$ ,  $^{***}p<0.001$ , compared with the TGF $\beta$ <sup>-</sup> rFSTL1<sup>-</sup> group;  $^{##}p<0.01$ , compared with the TGF $\beta$ <sup>-</sup> rFSTL1 100 group;  $^{$$}p<0.01$ , compared with the TGF $\beta$ <sup>-</sup> rFSTL1 200 group;  $^{\&\&}p<0.001$ , compared with the TGF $\beta$  10 rFSTL1<sup>-</sup> group (i-m). A two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source Data file.

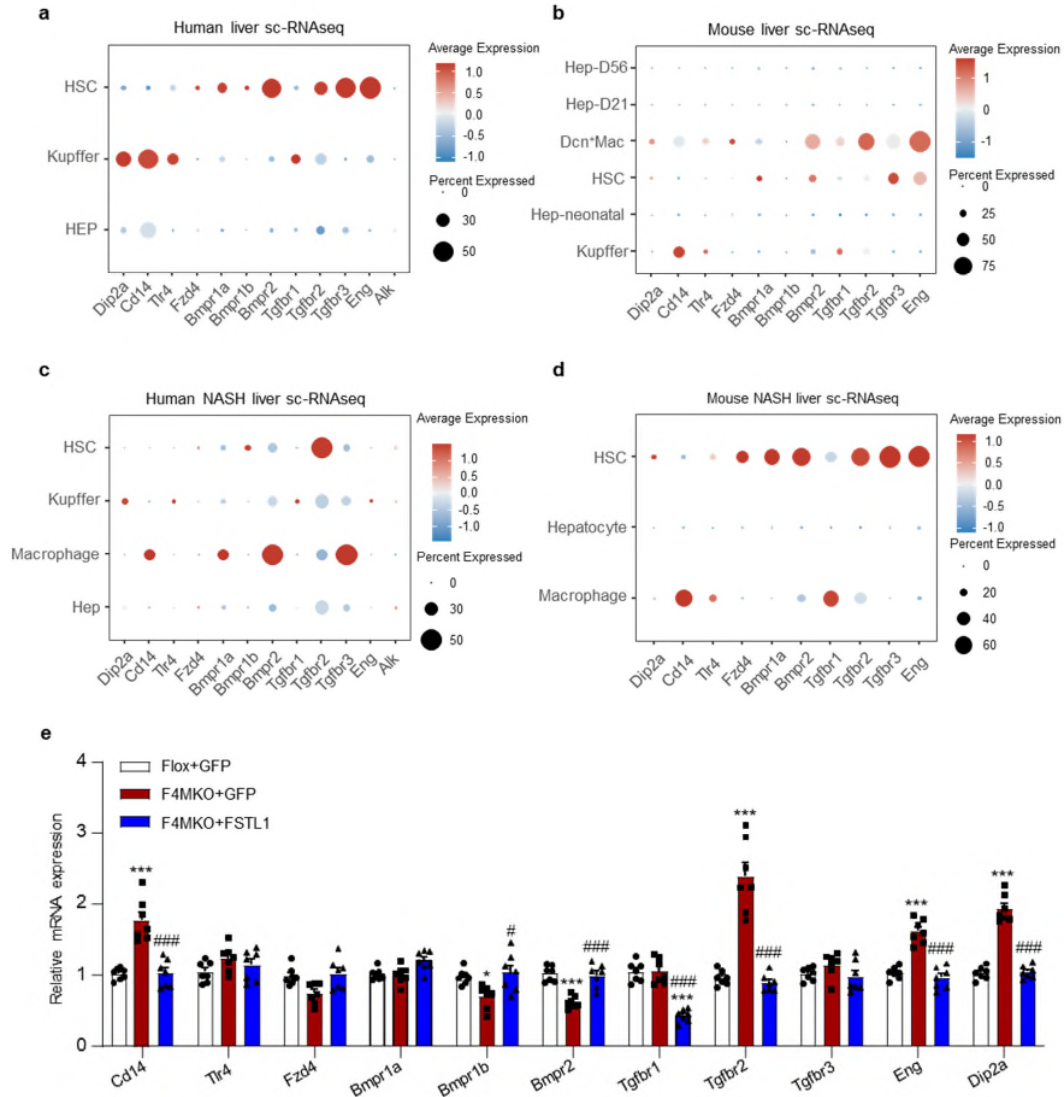

**Supplementary Figure 7.** Expression of FSTL1 receptors in liver. (a and b) FSTL1 receptors expression from human and mouse liver sc-RNAseq data. (c and d) FSTL1 receptors expression from human and mouse NASH liver sc-RNAseq data. (e) Relative mRNA expression of FSTL1 receptors in Flox+GFP, F4MKO+GFP and F4MKO+FSTL1 mice on NASH diet (n=7 biologically independent animals). All results were shown as mean  $\pm$  SEM. \* $p$ <0.05, \*\*\* $p$ <0.001, compared with the Flox+GFP group; # $p$ <0.05, ### $p$ <0.001, compared with the F4MKO+GFP, a two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis.

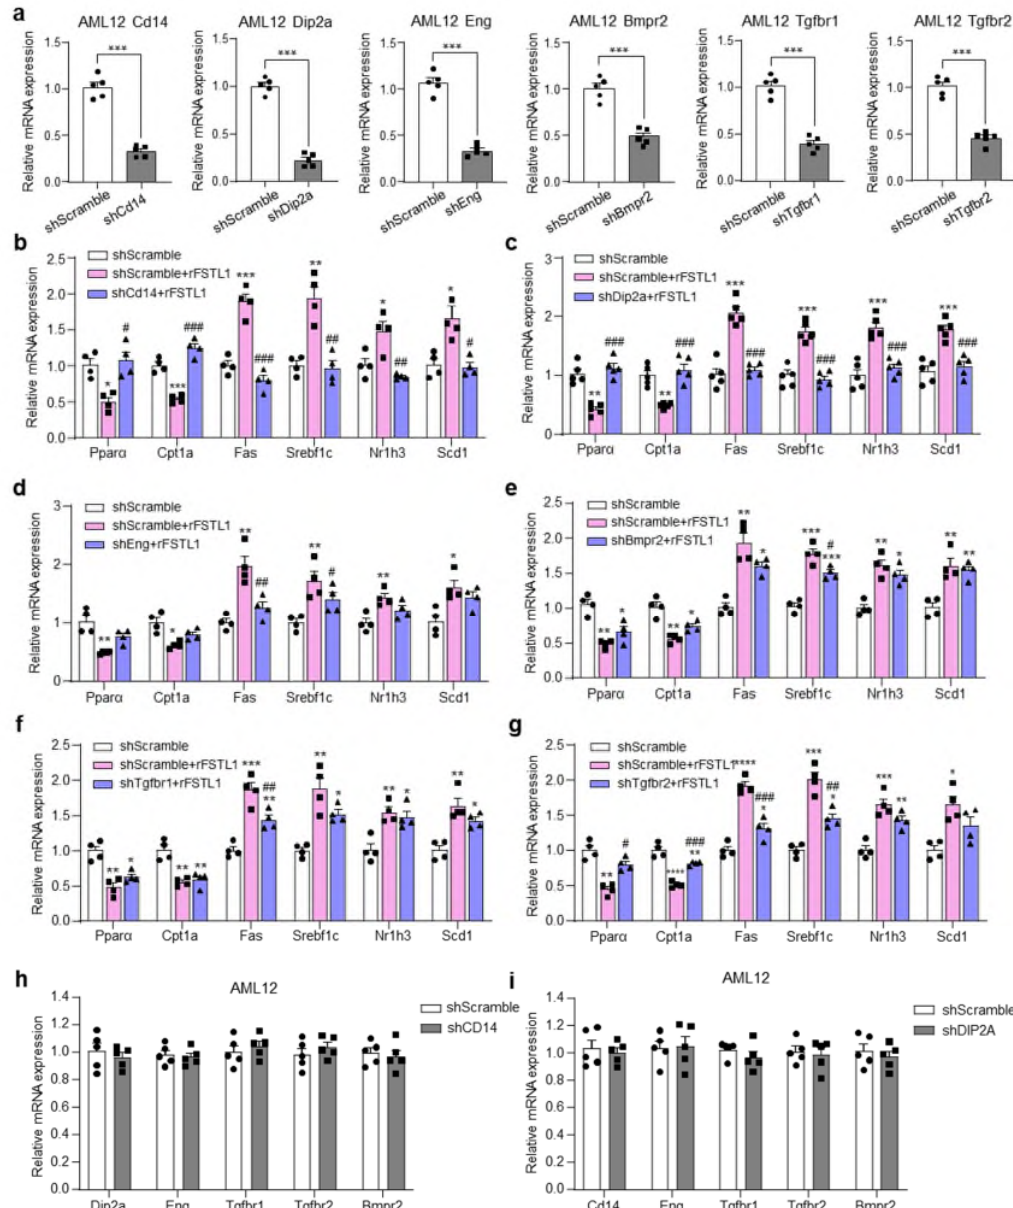

**Supplementary Figure 8.** FSTL1 exerts its function on hepatocytes through DIP2A and CD14. **(a)** The efficiency of FSTL1 receptors knockdown ( $n=5$  biologically independent cells). **(b-g)** Relative mRNA expression of lipid metabolism related genes in indicated groups ( $n=4$  biologically independent cells). AML12 cells were infected with lentivirus of FSTL1 receptors and then treated with 200  $\mu$ M PA for 24h. In shScramble+rFSTL1 and shReceptors+rFSTL1 groups, AML12 cells were additionally treated with 100 ng/ml rFSTL1. **(h and i)** Relative mRNA expression of other FSTL1 receptors in scramble and shDIP2A or shCD14 group ( $n=5$  biologically independent cells). All results were shown as mean  $\pm$  SEM. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ , compared with the shScramble group, # $p<0.05$ , ## $p<0.01$ , ### $p<0.001$ , compared with the shScramble+rFSTL1 group. A two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source Data file.

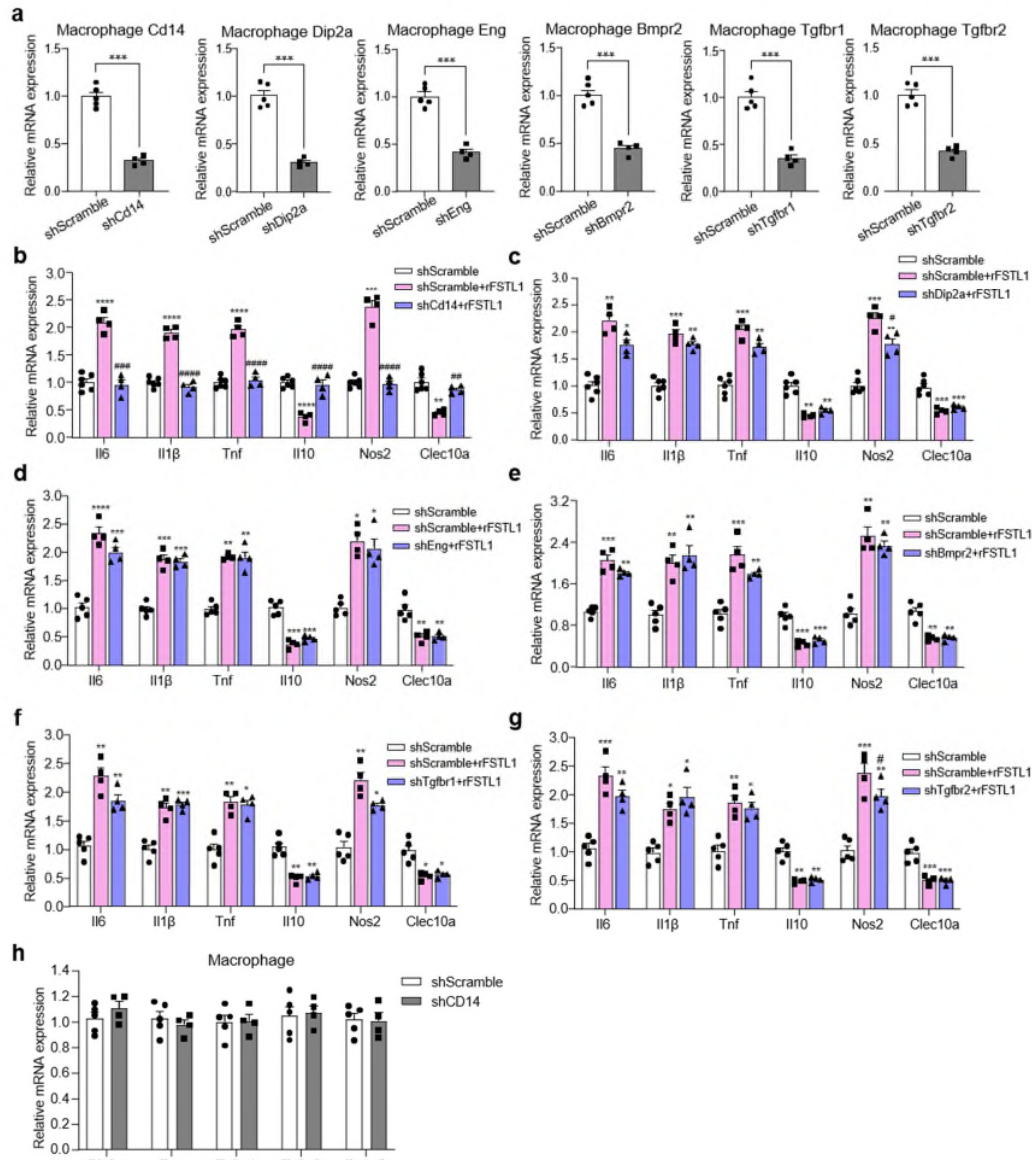

**Supplementary Figure 9.** FSTL1 exerts its function on macrophages through CD14. (a) The efficiency of FSTL1 receptors knockdown (shScramble, n=5 biologically independent cells; n=4 biologically independent cells for others). (b-g) Relative mRNA expression of inflammatory genes in indicated groups. Macrophages were infected with lentivirus of FSTL1 receptors and then treated with 200  $\mu$ M PA for 24h. In shScramble+rFSTL1 and shReceptors+rFSTL1 groups, macrophages were additionally treated with 100 ng/ml rFSTL1. (h) Relative mRNA expression of other FSTL1 receptors in scramble and shCD14 group (shScramble, n=5 biologically independent cells; shCD14, n=4 biologically independent cells). All results were shown as mean  $\pm$  SEM. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, compared with the shScramble group, # $p$ <0.05, ## $p$ <0.01, ### $p$ <0.001, compared with the shScramble+rFSTL1 group. A two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source Data file.

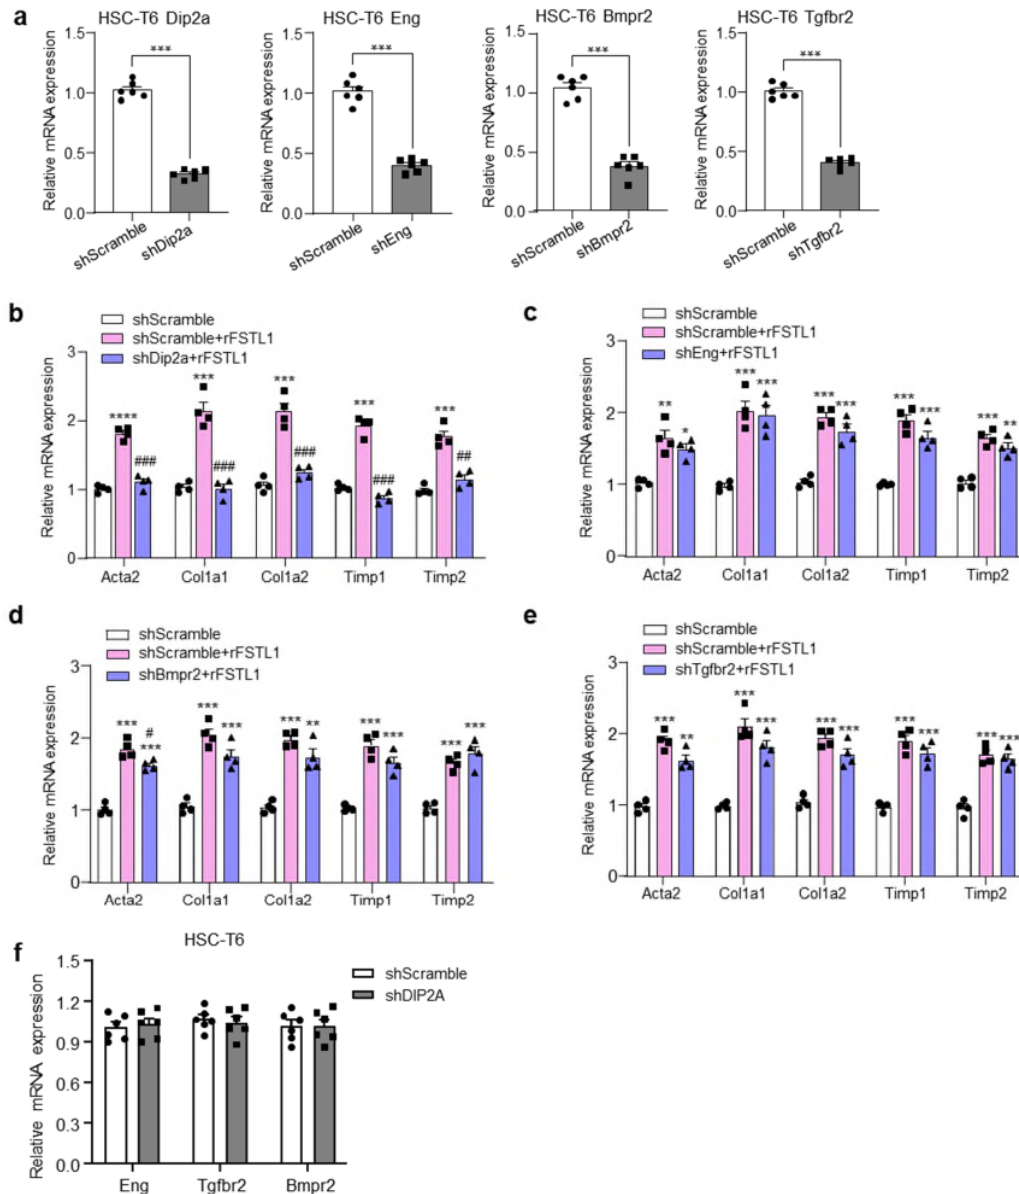

**Supplementary Figure 10.** FSTL1 exerts its function on HSCs through DIP2A. (a) The efficiency of FSTL1 receptors knockdown (n=6 biologically independent cells). (b-e) Relative mRNA expression of inflammatory genes in indicated groups (n=4 biologically independent cells). HSC-T6 cells were infected with lentivirus of FSTL1 receptors and then treated with 10ng/ml TGF $\beta$  for 24h. In shScramble+rFSTL1 and shReceptors+rFSTL1 groups, HSC-T6 cells were additionally treated with 100 ng/ml rFSTL1. (f) Relative mRNA expression of other FSTL1 receptors in scramble and shDIP2A group (n=6 biologically independent cells). All results were shown as mean  $\pm$  SEM. \*\* $p$ <0.01, \*\*\* $p$ <0.001, compared with the shScramble group, # $p$ <0.05, ## $p$ <0.01, ### $p$ <0.001, compared with the shScramble+rFSTL1 group. A two-way ANOVA followed by Bonferroni post-tests was used for statistical analysis. Source data are provided as a Source Data file.

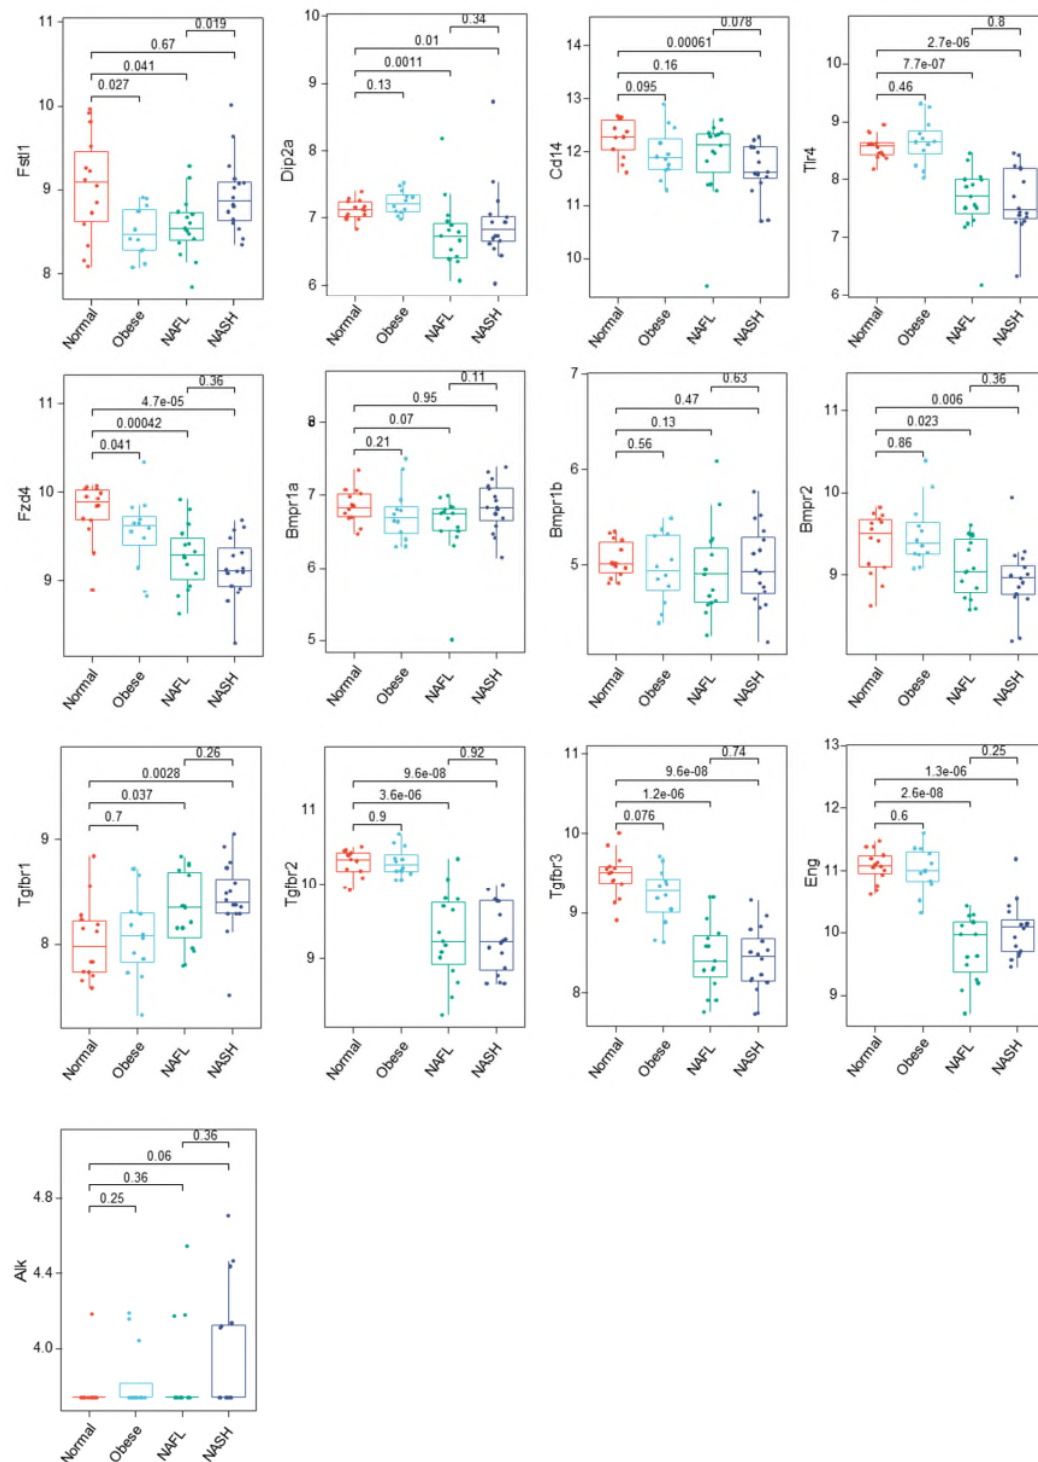

**Supplementary Figure 11.** Expression of FSTL1 receptors in human liver with indicated disease. All results were shown as mean  $\pm$  SEM. The Wilcoxon rank sum and signed rank test was used for statistical analysis. Source data are provided as a Source Data file.

**Supplementary Table 1** The QPCR primer sequence list

| Name                                            | Sequence                  | Supplier |
|-------------------------------------------------|---------------------------|----------|
| qPCR mouse <i>Irf4</i> forward                  | CAGGACTACAATCGTGAGGAGG    | GENEWIZ  |
| qPCR mouse <i>Irf4</i> reverse                  | GCACATCGTAATCTTGTCTTCCA   | GENEWIZ  |
| qPCR mouse <i>Il6</i> forward                   | ATCCAGTTGCCCTTCTTGGGACTGA | GENEWIZ  |
| qPCR mouse <i>Il6</i> reverse                   | TAAGCCTCCGACTTGTGAAGTGGT  | GENEWIZ  |
| qPCR mouse <i>Il1<math>\beta</math></i> forward | GAAATGCCACCTTTTGACAGTG    | GENEWIZ  |
| qPCR mouse <i>Il1<math>\beta</math></i> reverse | TGGATGCTCTCATCAGGACAG     | GENEWIZ  |
| qPCR mouse <i>Il10</i> forward                  | GCTCTTACTGACTGGCATGAG     | GENEWIZ  |
| qPCR mouse <i>Il10</i> reverse                  | CGCAGCTCTAGGAGCATGTG      | GENEWIZ  |
| qPCR mouse <i>Tnf</i> forward                   | CAGCGCTGAGGTCAATCTGCC     | GENEWIZ  |
| qPCR mouse <i>Tnf</i> reverse                   | TGCCCCGACTCCGCAA          | GENEWIZ  |
| qPCR mouse <i>inos</i> forward                  | GTTCTCAGCCCAACAATACAAGA   | GENEWIZ  |
| qPCR mouse <i>inos</i> reverse                  | GTGGACGGGTCGATGTCAC       | GENEWIZ  |
| qPCR mouse <i>Clec10a</i> forward               | TGAGAAAGGCTTTAAGAACTGGG   | GENEWIZ  |
| qPCR mouse <i>Clec10a</i> reverse               | GACCACCTGTAGTGATGTGGG     | GENEWIZ  |
| qPCR mouse <i>Ppara</i> forward                 | AGAGCCCCATCTGTCCTCTC      | GENEWIZ  |
| qPCR mouse <i>Ppara</i> reverse                 | ACTGGTAGTCTGCAAAACCAAA    | GENEWIZ  |
| qPCR mouse <i>Cpt1a</i> forward                 | TGCACTACGGAGTCCTGCAA      | GENEWIZ  |
| qPCR mouse <i>Cpt1a</i> reverse                 | GGACAACCTCCATGGCTCAG      | GENEWIZ  |
| qPCR mouse <i>Fas</i> forward                   | CTGACTCGGCTACTGACACG      | GENEWIZ  |
| qPCR mouse <i>Fas</i> reverse                   | TGAGCTGGGTAGGGTAGGA       | GENEWIZ  |
| qPCR mouse <i>Srebf1</i> forward                | CGGAAGCTGTCGGGGTAG        | GENEWIZ  |
| qPCR mouse <i>Srebf1</i> reverse                | GTTGTTGATGAGCTGGAGCA      | GENEWIZ  |
| qPCR mouse <i>Scd1</i> forward                  | CCTCCTGCAAGCTCTACACC      | GENEWIZ  |
| qPCR mouse <i>Scd1</i> reverse                  | CAGCCGAGCCTTGTAAAGTTC     | GENEWIZ  |
| qPCR mouse <i>Nr1h3</i> forward                 | ATCGCCTTGCTGAAGACCTCTG    | GENEWIZ  |
| qPCR mouse <i>Nr1h3</i> reverse                 | CTGCTTTGGCAAAGTCTTCCCG    | GENEWIZ  |
| qPCR mouse <i>Acta2</i> forward                 | TGCTGACAGAGGCACCACTGAA    | GENEWIZ  |
| qPCR mouse <i>Acta2</i> reverse                 | CAGTTGTACGTCCAGAGGCATAG   | GENEWIZ  |
| qPCR mouse <i>Col1a1</i> forward                | GTGCTCCTGGTATTGCTGGT      | GENEWIZ  |
| qPCR mouse <i>Col1a1</i> reverse                | GGCTCCTCGTTTTCTTCTT       | GENEWIZ  |
| qPCR mouse <i>Col1a2</i> forward                | GTAACCTCGTGCCTAGCAACA     | GENEWIZ  |
| qPCR mouse <i>Col1a2</i> reverse                | CCTTTGTCAGAATACTGAGCAGC   | GENEWIZ  |
| qPCR mouse <i>Timp1</i> forward                 | CGAGACCACCTTATACCAGCG     | GENEWIZ  |
| qPCR mouse <i>Timp1</i> reverse                 | ATGACTGGGGTGTAGGCGTA      | GENEWIZ  |
| qPCR mouse <i>Timp2</i> forward                 | CTGGACGTTGGAGGAAAGAAG     | GENEWIZ  |
| qPCR mouse <i>Timp2</i> reverse                 | CTGGGTGATGCTAAGCGTGTG     | GENEWIZ  |
| qPCR mouse <i>Tgfb1</i> forward                 | TTGCTTCAGCTCCACAGAGA      | GENEWIZ  |
| qPCR mouse <i>Tgfb1</i> reverse                 | TGGTTGTAGAGGGCAAGGAC      | GENEWIZ  |
| qPCR mouse <i>Cd14</i> forward                  | CTCTGTCCTTAAAGCGGCTTAC    | GENEWIZ  |
| qPCR mouse <i>Cd14</i> reverse                  | GTTGCGGAGGTTCAAGATGTT     | GENEWIZ  |
| qPCR mouse <i>Decorin</i> forward               | TCTTGGGCTGGACCATTGAA      | GENEWIZ  |
| qPCR mouse <i>Decorin</i> reverse               | CATCGGTAGGGGCACATAGA      | GENEWIZ  |

|                                        |                         |         |
|----------------------------------------|-------------------------|---------|
| qPCR mouse <i>Fibronectin1</i> forward | ATGTGGACCCCTCCTGATAGT   | GENEWIZ |
| qPCR mouse <i>Fibronectin1</i> reverse | GCCCAGTGATTTCAGCAAAGG   | GENEWIZ |
| qPCR mouse <i>Mmp2</i> forward         | CAAGTTCCCCGGCGATGTC     | GENEWIZ |
| qPCR mouse <i>Mmp2</i> reverse         | TTCTGGTCAAGGTCACCTGTC   | GENEWIZ |
| qPCR mouse <i>Tlr4</i> forward         | ATGGCATGGCTTACACCACC    | GENEWIZ |
| qPCR mouse <i>Tlr4</i> reverse         | GAGGCCAATTTTGTCTCCACA   | GENEWIZ |
| qPCR mouse <i>Fzd4</i> forward         | AACCTCGGCTACAACGTGAC    | GENEWIZ |
| qPCR mouse <i>Fzd4</i> reverse         | GGCACATAAACCGAACAAAGGAA | GENEWIZ |
| qPCR mouse <i>Bmpr1a</i> forward       | AACAGCGATGAATGTCTTCGAG  | GENEWIZ |
| qPCR mouse <i>Bmpr1a</i> reverse       | GTCTGGAGGCTGGATTATGGG   | GENEWIZ |
| qPCR mouse <i>Bmpr1b</i> forward       | CCCTCGGCCCAAGATCCTA     | GENEWIZ |
| qPCR mouse <i>Bmpr1b</i> reverse       | CAACAGGCATTCCAGAGTCATC  | GENEWIZ |
| qPCR mouse <i>Bmpr2</i> forward        | TTGGGATAGGTGAGAGTCGAAT  | GENEWIZ |
| qPCR mouse <i>Bmpr2</i> reverse        | TGTTTCACAAGATTGATGTCCCC | GENEWIZ |
| qPCR mouse <i>Tgfb1</i> forward        | TCTGCATTGCACTTATGCTGA   | GENEWIZ |
| qPCR mouse <i>Tgfb1</i> reverse        | AAAGGGCGATCTAGTGATGGA   | GENEWIZ |
| qPCR mouse <i>Tgfb2</i> forward        | CCGCTGCATATCGTCCTGTG    | GENEWIZ |
| qPCR mouse <i>Tgfb2</i> reverse        | AGTGGATGGATGGTCCTATTACA | GENEWIZ |
| qPCR mouse <i>Tgfb3</i> forward        | GGTGTGAACTGTCACCGATCA   | GENEWIZ |
| qPCR mouse <i>Tgfb3</i> reverse        | GTTTAGGATGTGAACCTCCCTTG | GENEWIZ |
| qPCR mouse <i>Eng</i> forward          | CCCTCTGCCCATTACCCTG     | GENEWIZ |
| qPCR mouse <i>Eng</i> reverse          | GTAAACGTCACCTCACCCCTT   | GENEWIZ |
| qPCR mouse <i>Fstl1</i> forward        | CACGGCGAGGAGGAACCTA     | GENEWIZ |
| qPCR mouse <i>Fstl1</i> reverse        | TCTTGCCATTACTGCCACACA   | GENEWIZ |
| qPCR mouse <i>Dip2a</i> forward        | GTGCTCGCGTACTTGGA       | GENEWIZ |
| qPCR mouse <i>Dip2a</i> reverse        | GTGCCCAGAGTAGACGCTG     | GENEWIZ |
| qPCR mouse <i>Tbp</i> forward          | ACCCTTCACCAATGACTCCTATG | GENEWIZ |
| qPCR mouse <i>Tbp</i> reverse          | TGACTGCAGCAAATCGCTTGG   | GENEWIZ |
| qPCR rat <i>Acta2</i> forward          | TTCCTTCGTGACTACTGCTGAG  | GENEWIZ |
| qPCR rat <i>Acta2</i> reverse          | CAATGAAAGATGGCTGGAAGAG  | GENEWIZ |
| qPCR rat <i>Col1a1</i> forward         | CATAAAGGGTCATCGTGGCTTC  | GENEWIZ |
| qPCR rat <i>Col1a1</i> reverse         | GTGATAGGTGATGTTCTGGGAG  | GENEWIZ |
| qPCR rat <i>Col1a2</i> forward         | GGTCCAAGAGGAGAACGTGG    | GENEWIZ |
| qPCR rat <i>Col1a2</i> reverse         | GGGACCTCGGCTTCCAATAG    | GENEWIZ |
| qPCR rat <i>Timp1</i> forward          | TAAAGCCTGTAGCTGTGCCC    | GENEWIZ |
| qPCR rat <i>Timp1</i> reverse          | AGCGTCGAATCCTTTGAGCA    | GENEWIZ |
| qPCR rat <i>Timp2</i> forward          | CCTCTTCGCCCCTTGACAAA    | GENEWIZ |
| qPCR rat <i>Timp2</i> reverse          | ACGCCCTCCTCACCTG        | GENEWIZ |
| qPCR rat <i>B2m</i> forward            | CTACAGCACACGCAGTCTGA    | GENEWIZ |
| qPCR rat <i>B2m</i> reverse            | GGGACTAAACCTCCAGCCAC    | GENEWIZ |
| qPCR human <i>Dip2a</i> forward        | CGAAGAGACGTTCTGTCCTTG   | GENEWIZ |
| qPCR human <i>Dip2a</i> reverse        | GCCGTAAAGAGCCCTCATCT    | GENEWIZ |
| qPCR human <i>Cd14</i> forward         | ACGCCAGAACCTTGTGAGC     | GENEWIZ |
| qPCR human <i>Cd14</i> reverse         | GCATGGATCTCCACCTCTACTG  | GENEWIZ |

|                                  |                         |         |
|----------------------------------|-------------------------|---------|
| qPCR human <i>Tlr4</i> forward   | TTTGGACAGTTTCCCACATTGA  | GENEWIZ |
| qPCR human <i>Tlr4</i> reverse   | AAGCATTCCCACCTTTGTTGG   | GENEWIZ |
| qPCR human <i>Fzd4</i> forward   | GTCTTTCAGTCAAGAGACGCTG  | GENEWIZ |
| qPCR human <i>Fzd4</i> reverse   | GTTGTGGTCGTTCTGTGGTG    | GENEWIZ |
| qPCR human <i>Bmpr1a</i> forward | AGATGACCAGGGAGAAACCAC   | GENEWIZ |
| qPCR human <i>Bmpr1a</i> reverse | CAACATTCTATTGTCCGGCGTA  | GENEWIZ |
| qPCR human <i>Bmpr1b</i> forward | CTTTTGCGAAGTGCAGGAAAAT  | GENEWIZ |
| qPCR human <i>Bmpr1b</i> reverse | TGTTGACTGAGTCTTCTGGACAA | GENEWIZ |
| qPCR human <i>Bmpr2</i> forward  | GACAGGAGACCGTAAACAAGG   | GENEWIZ |
| qPCR human <i>Bmpr2</i> reverse  | CCATATCGACCTCGGCCAATC   | GENEWIZ |
| qPCR human <i>Tgfb1</i> forward  | GCTGTATTGCAGACTTAGGACTG | GENEWIZ |
| qPCR human <i>Tgfb1</i> reverse  | TTTTTGTTCCCACTCTGTGGTT  | GENEWIZ |
| qPCR human <i>Tgfb2</i> forward  | AAGATGACCGCTCTGACATCA   | GENEWIZ |
| qPCR human <i>Tgfb2</i> reverse  | CTTATAGACCTCAGCAAAGCGAC | GENEWIZ |
| qPCR human <i>Tgfb3</i> forward  | GTGTTCCCTCCAAAGTGCAAC   | GENEWIZ |
| qPCR human <i>Tgfb3</i> reverse  | AGCTCGATGATGTGTACTTCCT  | GENEWIZ |
| qPCR human <i>Eng</i> forward    | TGCACTTGGCCTACAATTCCA   | GENEWIZ |
| qPCR human <i>Eng</i> reverse    | AGCTGCCCACTCAAGGATCT    | GENEWIZ |
| qPCR human <i>Alk</i> forward    | GCCCTCTGGAAGGTACATTGC   | GENEWIZ |
| qPCR human <i>Alk</i> reverse    | GAGCACTGTCCAACCATGCTT   | GENEWIZ |
| qPCR human <i>Fstl1</i> forward  | CCCAGTTGTTTGCTATCAGTCC  | GENEWIZ |
| qPCR human <i>Fstl1</i> reverse  | TGTAGTTGCTGCCTTTAGAGAAC | GENEWIZ |
| qPCR human <i>Tbp</i> forward    | CCACTCACAGACTCTCACAAC   | GENEWIZ |
| qPCR human <i>Tbp</i> reverse    | CTGCGGTACAATCCCAGAACT   | GENEWIZ |

**Supplementary Table 2** The shRNA sequence list

| Name            | Sequence                                                    |
|-----------------|-------------------------------------------------------------|
| Mouse-F-shDip2a | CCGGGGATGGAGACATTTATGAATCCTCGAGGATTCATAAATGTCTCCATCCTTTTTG  |
| Mouse-R-shDip2a | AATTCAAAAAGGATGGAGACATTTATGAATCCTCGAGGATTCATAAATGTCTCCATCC  |
| Mouse-F-shCd14  | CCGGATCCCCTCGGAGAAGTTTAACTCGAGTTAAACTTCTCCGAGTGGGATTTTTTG   |
| Mouse-R-shCd14  | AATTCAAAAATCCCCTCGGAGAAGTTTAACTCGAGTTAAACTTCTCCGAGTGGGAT    |
| Mouse-F-shEng   | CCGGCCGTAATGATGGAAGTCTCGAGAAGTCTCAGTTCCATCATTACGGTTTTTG     |
| Mouse-R-shEng   | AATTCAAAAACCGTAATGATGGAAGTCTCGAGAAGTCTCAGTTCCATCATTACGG     |
| Mouse-F-shBmpr2 | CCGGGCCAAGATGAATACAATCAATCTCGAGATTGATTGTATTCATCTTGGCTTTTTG  |
| Mouse-R-shBmpr2 | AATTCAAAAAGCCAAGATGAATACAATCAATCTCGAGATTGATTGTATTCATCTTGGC  |
| Mouse-F-shTgfr1 | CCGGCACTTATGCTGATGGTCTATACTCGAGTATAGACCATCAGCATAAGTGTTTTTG  |
| Mouse-R-shTgfr1 | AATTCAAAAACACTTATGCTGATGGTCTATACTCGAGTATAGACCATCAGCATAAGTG  |
| Mouse-F-shTgfr2 | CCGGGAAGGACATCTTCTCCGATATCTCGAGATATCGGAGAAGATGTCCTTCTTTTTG  |
| Mouse-R-shTgfr2 | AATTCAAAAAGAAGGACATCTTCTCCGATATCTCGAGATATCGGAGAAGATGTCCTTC  |
| Rat-F-shDip2a   | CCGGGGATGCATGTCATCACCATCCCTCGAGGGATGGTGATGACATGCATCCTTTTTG  |
| Rat-R-shDip2a   | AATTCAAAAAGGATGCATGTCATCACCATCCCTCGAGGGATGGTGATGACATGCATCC  |
| Rat-F-shEng     | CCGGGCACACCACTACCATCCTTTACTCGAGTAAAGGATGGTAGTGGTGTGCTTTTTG  |
| Rat-R-shEng     | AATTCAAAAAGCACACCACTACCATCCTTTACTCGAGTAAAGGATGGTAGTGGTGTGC  |
| Rat-F-shBmpr2   | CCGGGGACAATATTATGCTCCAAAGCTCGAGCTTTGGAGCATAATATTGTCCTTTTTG  |
| Rat-R-shBmpr2   | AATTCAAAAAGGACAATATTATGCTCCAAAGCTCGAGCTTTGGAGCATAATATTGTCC  |
| Rat-F-shTgfr2   | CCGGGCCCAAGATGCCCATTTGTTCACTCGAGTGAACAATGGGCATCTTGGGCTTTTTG |
| Rat-R-shTgfr2   | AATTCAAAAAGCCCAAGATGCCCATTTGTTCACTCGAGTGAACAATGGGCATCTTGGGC |

# Supplementary material for: Metabolic crosstalk between skeletal muscle cells and liver through IRF4-FSTL1 in nonalcoholic steatohepatitis
**Source:** Nat Commun. 2023 Sep 28;14:6047. doi: 10.1038/s41467-023-41832-3
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Sep 06, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

**Data collection** ChemiDoc Imaging System (BIO-RAD) used for collecting images of chemiluminescence blots. ABI 7500 software used for collecting qPCR data.

**Data analysis** Graphpad Prism 9.0 used for graphing data and statistical analysis. SPSS software 20.0 used for statistical analysis of human data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available in the Source Data file. The accession number for the RNA-Seq data reported in this paper is GEO: GSE 216378. All bioinformatics software used in the study are publicly available. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

A total of 180 subjects were enrolled in this study including 86 males and 94 females.

Reporting on race, ethnicity, or other socially relevant groupings

All subjects were from Zhongshan Hospital, Fudan University. There is no potential bias for recruiting patient cohort.

Population characteristics

|                          | Clinical characteristics of subjects |              |               |               |
|--------------------------|--------------------------------------|--------------|---------------|---------------|
|                          | Control<br>N=43                      | NAFL<br>N=43 | eNASH<br>N=41 | fNASH<br>N=53 |
| Age (year)               | 53±15                                | 47±14        | 40±13         | 50±13         |
| Sex (male/female)        | 14/29                                | 26/17        | 24/17         | 22/31         |
| BMI (kg/m <sup>2</sup> ) | 23.4±2.8                             | 27.2±3.6     | 29.0±4.9      | 28.9±3.8      |
| NAS                      | 0                                    | 3.1±0.5      | 5.5±0.6       | 6.0±0.9       |
| SAF                      | 0                                    | 3.6±0.8      | 6.4±0.7       | 8.6±1.0       |

Recruitment

All subjects were from Zhongshan Hospital, Fudan University. A liver biopsy was performed according to the EASL–EASD–EASO clinical practice guidelines to evaluate the severity of liver histology. NAFLD was histologically diagnosed by the presence of ≥ 5% hepatic steatosis; NAFL was histologically diagnosed by the presence of steatosis without ballooning or lobular inflammation; NASH was histologically diagnosed by the joint presence of steatosis, ballooning, and lobular inflammation. The competing etiologies (chronic viral hepatitis, hypothyroidism, excessive alcohol consumption, drugs leading to steatosis) of steatosis were ruled out based on laboratory examination and liver histology. Subjects with 1) age < 17 years old; 2) type 1 diabetes mellitus, gestational diabetes, and other specific types of diabetes; 3) acute complications of diabetes; 4) severe renal disease or abnormal renal function (Cr>115 μmol/L); or 5) history of malignant tumor, severe mental illness, or parenteral nutrition were excluded.

Ethics oversight

All protocols performed in this study were approved by the ethics committee of the Zhongshan Hospital, Fudan University, and each subject provided written informed consent (NO.B2019-283R).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The sample size for each experiment was determined based on our previous experience and experiment. For animal study, to minimize use of animals, only male mice were used for experiments in this study. We used similar sample sizes for different animal groups. For human data, 43 control, 43 NAFL, 41 eNASH, and 53 fNASH subjects were used. Please refer to "Mice" and "Human subjects" in Methods and Materials.

Data exclusions

We excluded animals which developed abnormal disease or other diseases. The exclusion was made before group randomization, experimental intervention and data collection.

Replication

All in vitro experiments were repeated three times independently. Both biological and technical replications were performed.

Randomization

Animals used in experiments of this study were randomly grouped.

Blinding

Immunofluorescent stainings and histological stainings were performed and analyzed in a double-blinded way.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involvement in the study                                        |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involvement in the study                        |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-IRF4 (Proteintech, 11247-2-AP, dilution 1:1000), anti-FSTL1 (Abcam, ab71548, dilution 1:1000), anti- $\beta$ -Tubulin (Abclonal, AC008, dilution 1:5000), anti-GAPDH (Abway, AB0037, dilution 1:5000), anti-flag (Abclonal, AE005, dilution 1:2000)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | All antibodies were commercially validated for the application used. In addition, all antibodies used for western blotting showed bands at the expected sizes.<br>anti-IRF4 antibody ( <a href="https://www.ptgcn.com/products/IRF4-Antibody-11247-2-AP.htm">https://www.ptgcn.com/products/IRF4-Antibody-11247-2-AP.htm</a> )<br>anti-FSTL1 antibody ( <a href="https://www.abcam.cn/products/primary-antibodies/fstl1frp-antibody-ab71548.html">https://www.abcam.cn/products/primary-antibodies/fstl1frp-antibody-ab71548.html</a> )<br>anti- $\beta$ -Tubulin antibody ( <a href="https://abclonal.com.cn/catalog/AC008">https://abclonal.com.cn/catalog/AC008</a> )<br>anti-GAPDH antibody ( <a href="http://www.abways.com/showproduct.asp?cid=AB0037">http://www.abways.com/showproduct.asp?cid=AB0037</a> )<br>anti-flag antibody ( <a href="https://abclonal.com.cn/catalog/AE005">https://abclonal.com.cn/catalog/AE005</a> ) |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------|
| Cell line source(s)                                                  | AML12, Raw264.7, HepG2, HEK 293T from ATCC, HSC-T6 from IMMOCELL.    |
| Authentication                                                       | The cell lines were authenticated using STR method by the suppliers. |
| Mycoplasma contamination                                             | Mycoplasma testing was negative.                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 8-week-old male C57BL/6J mice were used in this study. Myl-Cre mice and IRF4 flox/flox mice were all bred on a C57BL/6J background. Mice were maintained under a 12-hours light/12-hours dark cycle at constant temperature (23°C) and humidity (50–60%) with free access to food and water. |
| Wild animals            | Wild animals were not involved.                                                                                                                                                                                                                                                              |
| Reporting on sex        | Experiments were conducted in both male and female mice, and the sex is indicated in the relevant sections (e.g. figures, legends etc)                                                                                                                                                       |
| Field-collected samples | Field-collected samples were not involved.                                                                                                                                                                                                                                                   |
| Ethics oversight        | All research protocols in this study were approved by the Institutional Animal Care and Use Committee of Shanghai university of sport.                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

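RNA was sequenced from whole liver pieces of 9 mice with NASH, 3 per group, with 1 library per mouse. The results section and the experiment design in the methods give 24 weeks of NASH diet, and the methods section on the AAV gives 12 weeks, with 4 weeks between virus injection and collection. The sample labels name the control group by its wild-type genotype, and it was taken as the Flox group of the paper. The paper places AAV-GFP in the Flox and F4MKO groups, and the labels name no vector for them. Replicates are numbered 1 to 3 in each group, and this numbering in the labels is the only source of a pairing, since same-numbered libraries come from different mice.

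The authors sequenced 150 bp paired-end reads on BGIseq500, trimmed them with trim-galore, mapped them to mm10 with Hisat2 and counted them on genes with FeatureCounts. They deposited the resulting counts, 1 whole number per gene and library. The paper's text does not name the gene annotation, the use of strand or the treatment of reads that map to several genes. The deposited counts are neither normalized nor filtered, except that each of the 24008 listed genes has a count in at least 1 library. The conversion to TPM named in the methods was not needed here.

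Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with its minimum count of 10 (0.432 CPM in the median library) and minimum total of 15, in at least 3 libraries, which left 14379 genes. Library sizes were normalized by the TMM method, with factors from 0.927 to 1.17. All 9 libraries entered a single quasi-likelihood fit with a mean per group, and the common biological coefficient of variation was 0.150. The comparisons were F4MKO with Flox, F4MKO + FSTL1 with F4MKO and F4MKO + FSTL1 with Flox. As in the paper's methods, a gene was differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change above 1.5. CPM are given as mean ± SD of 3 mice after TMM normalization, and log2 CPM used a prior count of 2.

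Gene sets were scored with fgsea 1.28.0 on the log2 fold changes, with a weight of 1, by permutation of genes, and p-values were adjusted over 15 sets in each comparison. KEGG was not used directly. The sets were written from knowledge of the pathways named in Fig. 5a, so their members can differ from those behind the figure. The NAFLD set was divided beforehand into subunits of respiratory-chain complexes and other members. These parts have 62 and 73 tested genes.

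Genes are named by a rule. It takes, in each of the first 2 comparisons, the 5 genes with the largest rise and the 5 with the largest fall among differentially expressed genes whose groups do not overlap, the genes the paper names in liver, and the 5 members with the largest change among those that built the score of a set past the threshold. Il6, Nos2, Il10, Bmpr1b and Alk had too few counts to pass the filter, and some other genes named in the paper were not analysed here.

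The alternatives were DESeq2 1.42.0 with its own size factors and filtering, DESeq2's size factors in edgeR, no filter on low counts, only the 6 libraries of the groups compared, the replicate number as a block, an adjusted p without a fold-change threshold, a test against a fold change of 1.5, each library left out in turn, and for gene sets a ranking by the test statistic, an unweighted running sum and the camera test of limma 3.58.1 with its correlation estimated. The mitochondrially encoded members were also added to the NAFLD set. DESeq2's fold changes were used for genes only, and gene sets were not scored on them. The comparisons, tests, gene sets, naming rule and these alternatives were set before the data were examined. A correction for transcript length and GC content, counts thinned to the lowest total and Reactome sets were added after seeing the data. Transcript length and GC content came from the longest GENCODE vM21 transcript of each symbol and were found for 13714 of the 14379 genes (95.4%). Filtering and normalization were repeated for every alternative that changed the libraries, the counts or the fit.

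The fit was tested on simulated data with the means, dispersions and library sizes of these libraries. Of 199 changed genes among 14361 tested, it recovered 84.9%, all in the right direction, and it called 20 of 14162 unchanged genes. Recovery was 98.0% for 4-fold and 71.7% for 2-fold changes. Without the filter, 79 of 22905 unchanged genes were called, and with DESeq2 20 of 22905. With the 62 respiratory-chain members lowered by 0.3 on the log2 scale among 14324 genes, their score was -2.88, and 0 of 11 sets without those members passed the threshold. With no gene changed, 1 of 15 sets passed. The simulated genes were drawn independently, whereas the correlation between members was 0.75 for the respiratory chain and 0.635 for the ribosome. The simulation therefore cannot show how often correlated sets pass without a change.

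Between 20656976 and 24322984 reads per library were counted on genes. A group with 3 counts or fewer in each library is treated as at the floor, and a fold change against it is given as a lower bound, computed with 3 counts in each library of that group. The passages cover only the liver RNA sequencing, and qPCR, staining, cell culture and human serum were not analysed here.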

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

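Both results below lie in parts of the RNA sequencing that the paper does not discuss, and the tests of their explanations were chosen only after the results were seen, apart from the count of differentially expressed genes over other splits, so both are hypotheses at most.

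The paper compares F4MKO + FSTL1 with Flox livers by histology and lists no such comparison for the RNA sequencing. In this comparison 10 of 15 gene sets passed the threshold, 3 with a positive and 7 with a negative score, although only Ccnb1 was differentially expressed among 14379 genes, with 1924 at an unadjusted p under 0.05. Ccnb1 was chosen for naming after its values were seen. The normalized enrichment score was lowest for the cell cycle, a set that includes Ccnb1, at -1.99 (adjusted p = 7.25e-09, permutation of genes). ECM-receptor interaction had a normalized enrichment score of -1.87 (adjusted p = 1.93e-05, permutation of genes), with 51 of 63 members lower. After removal of a trend on transcript length and GC content the score was -2.02, so this bias does not account for it. Without the markers of stellate cells in the set the score was -1.83, but other members are made by the same cells, so a smaller share of stellate cells in the tissue piece may still be the source. All 10 stellate cell markers were lower in this comparison (median log2 fold change -0.53), and so were all 10 macrophage markers (-0.73). Lower too were 6 of 8 lymphocyte markers (-0.51) and 9 of 10 endothelial markers (-0.11). None of these markers was differentially expressed. Of the 4 splits of the 6 libraries that part each same-numbered pair, 1 gave an absolute score as large, the real one, and none of the other 6 splits did, which part only 1 such pair. The largest score of the other splits was 1.80. Of the 4 splits 1, the real one, gave as many differentially expressed genes, and 1 of the other 6 did. Splits of 3 against 3 mice cannot give a share under 0.1. Camera, which allows for correlation between members, put 0 of the sets past the threshold and gave 1 of them an unadjusted p under 0.05. That set was not ECM-receptor interaction, for which camera gave an unadjusted p of 0.071 and an adjusted p of 0.407. By permutation of genes, the adjusted p of ECM-receptor interaction was 4.73e-05 after the correction and 0.00013 without the markers. The lower score with FSTL1 than in control livers cannot be told apart from the grouping of so few mice or from tissue composition.

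Of 12 genes of the circadian clock, 6 were differentially expressed in F4MKO + FSTL1 compared with F4MKO livers and 0 in F4MKO compared with Flox livers, where 0 also had an unadjusted p under 0.05. In F4MKO + FSTL1 compared with Flox livers 0 were differentially expressed and 8 had an unadjusted p under 0.05. Arntl had a log2 fold change of -1.71 (adjusted p = 0.00505 from edgeR's quasi-likelihood test), Npas2 of -2.05, Dbp of 1.28, Per3 of 1.12, Tef of 0.89 and Per2 of 0.87. With the correction for transcript length and GC content the number called was 6. Whether this set of effects differs between the comparisons was not tested. A difference in collection time between groups would move Arntl, Clock and Npas2 against Dbp, Tef, Per1, Per2, Per3, Nr1d1, Nr1d2 and Ciart. Of these 11 genes, 10 followed that pattern in F4MKO + FSTL1 compared with F4MKO livers and 11 compared with Flox livers. In F4MKO compared with Flox livers 8 followed it in the reverse direction, with Arntl and Npas2 higher and Dbp, Tef, Per2 and Per3 lower. Each count is the larger of those for the 2 opposite directions. An effect of the vector on the clock would look the same, so a later or earlier collection could be the source and cannot be told apart from a biological effect.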

How the results depend on the processing

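The correction for transcript length and GC content, with and without the replicate block, thinning to the lowest total and the Reactome sets were chosen only after the results were seen. Alternatives for normalized values were not run, because the deposited values are counts. The cause of a change was not tested unless a value below shows it.

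The number of differentially expressed genes in F4MKO compared with Flox livers, 39, depended strongly on the settings. It was 338 with DESeq2, 478 without a filter on low counts, 11 with only the 6 libraries of the groups compared, 134 with the replicate block, 121 with the block and the correction for transcript length and GC content, and 0 in the test against a fold change of 1.5, where 483 genes had an unadjusted p under 0.05. Across the 9 fits that each left out 1 library it ran from 0 to 100, with 1426 to 2873 genes at an unadjusted p under 0.05. It was 0 when any of the Flox replicates or replicate 1 of F4MKO was left out. All of the 39 genes were among those called by DESeq2, without the filter and with the block, and 9 of them among the 11. On simulated data the fit without the filter called 79 unchanged genes where the fit with it called 20. Same-numbered libraries had a mean correlation of deviations of 0.0977 in this comparison. The count of genes called in both comparisons in opposite directions, 39, moved with it, to 320 with DESeq2, 441 without the filter, 10 with 6 libraries, 129 with the block, 117 with the block and the correction, 0 against a fold change of 1.5, and from 0 to 98 with a library left out.

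The 2070 genes of F4MKO + FSTL1 compared with F4MKO livers became 620 in the test against a fold change of 1.5, and from 1295 to 2216 with a library left out. They became 3001 by the adjusted p alone, with 1112 higher (37.1%), and 2397 without the filter. The correction for transcript length and GC content gave 2213 genes but 811 higher and 1402 lower, so 36.6% were higher in place of 22.3%. The 1 gene of F4MKO + FSTL1 compared with Flox livers became 284 with DESeq2, 379 without the filter, 2 with DESeq2's size factors, 15 with the block, 3 with the correction, 17 with the correction and the block, 2 after thinning, 0 with 6 libraries (1843 at an unadjusted p under 0.05), 0 against a fold change of 1.5 (378 at an unadjusted p under 0.05), and from 0 to 101 with a library left out (1248 to 2132 at an unadjusted p under 0.05).

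The score of the NAFLD set kept its sign under every alternative run. Gene sets were not scored on the fold changes of DESeq2, the tool named in the paper's methods. In F4MKO compared with Flox livers it lost its threshold without the filter (-1.09) and by camera (adjusted p = 0.301, where the alternatives ranged from 1.65e-12 to this value). With FSTL1 compared with F4MKO it lost it without the filter (1.01), by camera (adjusted p = 0.307), after the correction for transcript length and GC content (1.29) and in the fit without replicate 1 of F4MKO, and the scores with a library left out ran from 1.27 to 1.77. The adjusted p of this result ranged from 9.36e-11 to 0.560. The respiratory-chain members lost the threshold in F4MKO compared with Flox livers without the filter (-1.32) and by camera (adjusted p = 0.311, range 3.6e-28 to this value), and in F4MKO + FSTL1 compared with F4MKO livers by camera alone (adjusted p = 0.333, range 3.0e-24 to this value). With Reactome's set for respiratory electron transport the scores were -2.51 and 2.50. Camera, with its correlation estimated from all 9 libraries, left 0 of the 9 other pathways of Fig. 5a past the threshold in either comparison, although ECM-receptor interaction had an unadjusted p of 0.0373 and 0.0286, and without the filter 4 of 9 were past it in F4MKO compared with Flox livers.

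The other members of the NAFLD set passed the threshold under no alternative run, and their score had no stable sign. In F4MKO compared with Flox livers it turned from 0.54 to -0.79 without the filter, -0.68 when ranked by the test statistic, -1.17 with an unweighted sum, -0.72 with the correction for transcript length and GC content and -0.69 with the correction and the block, and ran from -0.87 to 0.77 with a library left out. Camera put these members lower (adjusted p = 0.764, range over the alternatives 0.257 to 1). With FSTL1 compared with F4MKO it turned from -0.60 to 0.85 by the test statistic, 0.99 unweighted, 0.75 with the correction and 0.74 with the correction and the block, and camera put them higher (adjusted p = 0.521, range over the alternatives 0.448 to 1).

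Among 85 log2 fold changes of named genes, the alternatives planned at the start, apart from those leaving out a library, gave 595 values, of which 545 kept their direction and side of the threshold, 21 became weaker and 26 stronger. The 3 that reversed were those of Eng in F4MKO + FSTL1 compared with F4MKO livers, at 0.012 with DESeq2, 0.00437 with DESeq2's size factors and 0.00348 without the filter. With the correction for transcript length and GC content Eng was at 0.20, and with the block added at 0.19. Bmpr1a turned to 0.11 in the same comparison, with and without the block. In F4MKO compared with Flox livers, the correction reversed Cpt1a (-0.0398, and -0.0412 with the block), Bmpr1a (-0.0358, and -0.0352 with the block), Tgfbr3 (-0.0341, and -0.0273 with the block), Adgre1 (-0.0111) and, with the block only, Fasn (-0.00503). Leaving out a library in turn reversed 16 of 765 values. The ranges in F4MKO compared with Flox livers were -0.91 to 0.34 for Fos, -0.193 to 0.00922 for Irf4, -0.0338 to 0.133 for Fas, -0.135 to 0.0706 for Srebf1, -0.00851 to 0.122 for Cpt1a, -0.52 to 0.37 for Il1b, -0.0283 to 0.225 for Adgre1, -0.013 to 0.226 for Fzd4 and -0.00803 to 0.261 for Tgfbr3. With FSTL1 compared with F4MKO they were -1.01 to 0.0912 for Irf4 and -0.0872 to 0.085 for Eng. None of the log2 fold changes that reversed passed the threshold.

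Depth limits the genes with few counts. Sybu and Bub1 had 3 counts or fewer in each F4MKO + FSTL1 library and Nat8f7 had 0 in each F4MKO library, so their folds are lower bounds. Thinning to the lowest total gave 44 and 2024 differentially expressed genes in the first 2 comparisons.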

Differences from the paper's values

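Both values that could be read from the paper's figures are close to those computed here. The enrichment score of the NAFLD pathway in F4MKO compared with Flox livers was -0.44, against the paper's about -0.4 in Fig. 5b, read by eye. The ranking held 14379 genes, against the paper's about 14000 in Fig. 5b, read by eye.

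The paper gives directions by qPCR for liver genes in Fig. 5d, 5f and 5h and Supplementary Fig. 4f and 7e. In F4MKO compared with Flox livers, 8 of the 17 analysed genes with a stated direction had the same sign in the RNA sequencing and 9 the opposite one. Whether samples or groups were exchanged was not tested, since the liver counts of Irf4 do not check the genotype. For a fibrosis gene the paper's text prints Acat2 and its primer list Acta2, and Acta2 was counted here. Acat2 had log2 fold changes of -0.26 in F4MKO compared with Flox and 0.20 with FSTL1 compared with F4MKO. Both have the direction of the paper's text (adjusted p = 0.305 and 0.254, edgeR's quasi-likelihood test). The paper shows lower Col1a1, Col1a2, Timp2, Tgfb1, Acta2, Fas and Scd1 in F4MKO livers, where log2 fold changes here were 1.41, 0.94, 0.56, 0.19, 0.53, 0.03 and 0.23. It shows higher Ppara and Eng, where they were -0.24 and -0.08. None of these 9 had an adjusted p under 0.05 among all genes (edgeR's quasi-likelihood test), and 3, Col1a1, Col1a2 and Timp2, had an unadjusted p under 0.05. Adjusted over the 28 genes of the paper that were tested, in place of all genes, 7 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test), among them Col1a1 (0.00736), Col1a2 (0.00736) and Timp2 (0.0102), opposite to the paper, Cd14 (0.0393) and Tgfbr2 (0.0337), in its direction, and Fstl1 and Timp1 (0.0102 each), unchanged in the paper. Among the alternatives, Col1a1 and Col1a2 passed an adjusted p of 0.05 in the direction opposite to the paper's with DESeq2, without a filter on low counts, with the replicate block, without replicate 3 of F4MKO, and with the block and the correction for transcript length and GC content, which was chosen after seeing the values. Timp2 passed it with DESeq2 and without the filter. The adjusted p over the alternatives ranged from 0.000263 to 0.439 for Col1a1, from 0.000597 to 0.784 for Col1a2 and from 0.0162 to 1 for Timp2. Fas had the paper's direction without replicate 2 or without replicate 3 of Flox (-0.0338 and -0.00846), and the other 8 had it under none of the alternatives run. Of the genes with the paper's sign, Srebf1, Cpt1a and Il1b lost it in some alternatives. Cd14, higher in the paper, had a log2 fold change of 0.78 and, of the alternatives adjusted over all genes, passed an adjusted p of 0.05 only without a filter on low counts.

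With FSTL1 compared with F4MKO, 8 of 18 genes had the paper's sign and 10 the opposite one. The paper shows higher Col1a1, Col1a2, Timp2, Tgfb1, Acta2, Fas, Scd1 and Il1b, where log2 fold changes here were -2.25, -1.63, -1.01, -0.54, -0.70, -0.17, -0.26 and -0.64. It shows lower Ppara and Cpt1a, where they were 0.58 and 0.27. Of these 10, 5 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), namely Col1a1 (0.00152), Col1a2 (0.000968), Timp2 (0.0014), Tgfb1 (0.0187) and Ppara (0.0275). Over the alternatives the adjusted p of Col1a1, Col1a2 and Timp2 was at most 0.0107, 0.00782 and 0.0293. That of Tgfb1 ranged from 0.00860 to 0.999999 and that of Ppara from 0.00414 to 0.999999. The lowest values of Acta2 and Cpt1a, which did not pass here, were 0.0180 and 0.0230. None of the alternatives run gave any of the 10 the paper's sign. Of the genes with the paper's sign, Eng (-0.0039) lost it in some alternatives. It was at 0.012 with DESeq2 and 0.20 with the correction for transcript length and GC content. The Fas of the paper is listed among lipogenic genes and is compared here by its symbol. Read as Fasn, it had log2 fold changes of 0.18 in F4MKO compared with Flox and -0.86 with FSTL1 compared with F4MKO (adjusted p = 0.0129, edgeR's quasi-likelihood test), both opposite to the paper's, and it would then join the 5 genes past an adjusted p of 0.05. Fasn had the paper's direction in the first comparison only with the correction and the block (-0.00503), chosen after seeing the values. Among genes with the paper's sign, Cd14 (-1.52) and Tgfbr2 (-0.48) had an adjusted p under 0.05. Dip2a, lower in the paper, was at -0.69 with an adjusted p of 0.0601, or 0.0299 when adjusted over the 28 genes (edgeR's quasi-likelihood test), and passed 0.05 among all genes with DESeq2, without the filter, with only 6 libraries, with the replicate block, without replicate 1 of Flox and without replicate 3 of F4MKO. Tgfbr1 passed it without replicate 3 of F4MKO + FSTL1. Bmpr2 and Nr1h3 passed it only with the correction for transcript length and GC content, with and without the block, which was chosen after seeing the values.

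The paper shows no change of Fstl1, Timp1 and Tlr4 in F4MKO + FSTL1 compared with F4MKO livers, where log2 fold changes here were -1.53 (adjusted p = 0.0017), -1.97 (adjusted p = 0.00649) and -0.72 (adjusted p = 0.0204). Under the alternatives run, Fstl1 and Timp1 always passed an adjusted p of 0.05, and Tlr4 did not in the test against a fold change of 1.5 and without replicate 1 of F4MKO, replicate 1 of F4MKO + FSTL1 or replicate 2 of F4MKO + FSTL1. The paper shows more cells stained for F4/80 with FSTL1, and Adgre1, which encodes it, had a log2 fold change of -0.96.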

Other observations

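The tests of transcript length and GC content, of depth, of rearranged libraries for the count of opposite calls, of lymphocyte markers, and of other splits for the respiratory-chain members and the pathways of Fig. 5a were chosen only after the results were seen.

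Other splits of the 6 libraries of each comparison were fitted in the same way. Of the 4 splits that part each same-numbered pair, 1, the real one, gave as many differentially expressed genes in F4MKO compared with Flox livers, and 1, again the real one, in F4MKO + FSTL1 compared with F4MKO livers. None of the other 6 splits of either comparison, which part only 1 such pair, gave as many. For the absolute score of the NAFLD pathway the numbers were 1 of 4 in each comparison, and 1 and 2 of the other 6. For the respiratory-chain members they were 2 of 4 and 1 of 4, and 1 and 2 of the other 6. As many pathways of Fig. 5a passed in 3 of 4 and 2 of 4, and in 2 of the other 6 each time. The real split of F4MKO and Flox livers gave 39 genes and the others at most 1, with 2424 and at most 1666 at an unadjusted p under 0.05. With FSTL1 compared with F4MKO the real split gave 2070 genes and the others at most 1, with 5080 and at most 1424 at an unadjusted p under 0.05. Splits of 3 against 3 mice cannot give a share under 0.1, so by its design this test cannot tell any of these results apart from the grouping of the mice. The scores were matched by at least 1 other split in each comparison, and the numbers of differentially expressed genes by none.

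The opposite changes of the comparisons were set against rearrangements of the 9 libraries with 1 library of each number in every group. Of 50 rearrangements fitted, the real one included, 1 gave as many as 39 genes called in both comparisons in opposite directions, and 46 of the others gave none. The highest number among the others was 1. Across all genes, however, 8 of 108 rearrangements had a correlation as negative as the real -0.83, and the others ran from -0.89 to 0.35 with a median of -0.53. The inverse relation across all genes cannot be told apart from what sharing the F4MKO libraries gives. Since other groupings of the libraries called few genes in any comparison, their low numbers of opposite calls do not show whether the shared libraries contribute to the opposite directions of the 39 genes.

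The score of the NAFLD pathway was carried by the respiratory-chain members, since the other members scored 0.54 in F4MKO compared with Flox and -0.60 in F4MKO + FSTL1 compared with F4MKO livers. If highly expressed genes with short transcripts moved together with library quality, random sets of such genes would score alike. Among 10000 random sets matched for expression and transcript length, 0.26% and 0.72% had a median log2 fold change as far from their centre. The random sets were not matched for correlation between members, which was 0.129 in the pathway and 0.75 in its respiratory-chain part. These shares therefore cannot exclude this explanation. The matched sets had medians of -0.10 and 0.15, in the direction of the pathway. After the correction for transcript length and GC content the pathway scored -1.41 and 1.29 and the respiratory-chain members -2.18 and 1.75. For the second comparison the corrected score of the pathway had an adjusted p of 0.0581 without the replicate block and 0.0457 with it (permutation of genes, range over the alternatives 9.36e-11 to 0.560), so its side of the threshold depends on the block and the pathway as a whole cannot be told apart from this bias. The respiratory-chain members passed the threshold after the correction. With the correction 48 and 2213 genes were differentially expressed, of which 38 and 1781 were among the 39 and 2070 without it, and the share of higher genes in the second comparison went from 22.3% to 36.6%. After thinning to the lowest total there were 44 and 2024, of which 36 and 1952 were among them. Neither transcript length and GC bias nor depth fully accounts for the numbers of genes, and the correction changed which genes were called.

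The ECM-receptor and cytokine sets rose in F4MKO and fell with FSTL1. If the share of non-parenchymal cells in the tissue piece were the source, markers of macrophages, stellate cells, endothelial cells and lymphocytes would move together. Of 8 marker medians, 5 moved in the direction of the sets. They were 2 of 4 in F4MKO compared with Flox and 3 of 4 in F4MKO + FSTL1 compared with F4MKO livers. In F4MKO compared with Flox livers all 10 stellate cell markers were higher (median log2 fold change 0.37), as were 7 of 10 macrophage markers (0.08). Endothelial and lymphocyte markers had medians of -0.25 and -0.0047. None of these markers was differentially expressed there, and a larger share of stellate cells remains possible. With FSTL1 compared with F4MKO, 7 of 10 macrophage markers (median log2 fold change -0.91) and 7 of 10 stellate cell markers (-0.84) were called lower, and all 8 lymphocyte markers were lower (median -0.45), whereas endothelial markers had a median of 0.12. A loss shared by all 4 cell types is not what the markers show in that comparison, since the endothelial markers did not fall. A smaller share of the other 3 cell types remains possible there, and a change in macrophages and stellate cells themselves was not separated from a change in their expression.

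Irf4 had 10 counts in replicate 1 of F4MKO + FSTL1, a log2 difference of -3.24 from the mean of the other 2 libraries of the group. If lymphocyte markers followed Irf4, fewer lymphocytes in that tissue piece would lower them as far. The 8 markers had a median difference of -0.89, with 7 lower and a largest fall of -2.43. Whether the markers follow the cells that express Irf4 was not tested, so fewer lymphocytes remain possible. The threshold of this test was set after the values were seen. No other explanation was tested, and Irf4 was not differentially expressed.

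Ccnb1, named after its values were seen, was the only gene called in F4MKO + FSTL1 compared with Flox livers (adjusted p = 0.0469, edgeR's quasi-likelihood test).

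Primer sequences printed in the paper were matched to protein-coding transcripts. The forward primer listed for Fas matched Fasn, and its reverse primer matched no protein-coding transcript. Of the genes with a direction opposite to the paper's, 1 primer each of Col1a1, Col1a2, Timp2 and Scd1 also matched none, and the forward primer of Scd1 matched Scd1, Scd2 and Scd3. Primers listed as Tgfb2, Tgfb3 and a second pair for Tgfb1 matched Tgfbr2, Tgfbr3 and Tgfbr1. Fasn had a log2 fold change of 0.18 in F4MKO compared with Flox and -0.86 in F4MKO + FSTL1 compared with F4MKO livers (adjusted p = 0.0129, edgeR's quasi-likelihood test).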
